# SUMO-Targeted Ubiquitin Ligases (STUbLs) Reduce the Toxicity and Abnormal Transcriptional Activity Associated With a Mutant, Aggregation-Prone Fragment of Huntingtin

**DOI:** 10.3389/fgene.2018.00379

**Published:** 2018-09-18

**Authors:** Kentaro Ohkuni, Nagesh Pasupala, Jennifer Peek, Grace Lauren Holloway, Gloria D. Sclar, Reuben Levy-Myers, Richard E. Baker, Munira A. Basrai, Oliver Kerscher

**Keywords:** Slx5, STUbL, SUMO, ubiquitin, Htt

## Abstract

Cell viability and gene expression profiles are altered in cellular models of neurodegenerative disorders such as Huntington’s Disease (HD). Using the yeast model system, we show that the SUMO-targeted ubiquitin ligase (STUbL) Slx5 reduces the toxicity and abnormal transcriptional activity associated with a mutant, aggregation-prone fragment of huntingtin (Htt), the causative agent of HD. We demonstrate that expression of an aggregation-prone Htt construct with 103 glutamine residues (103Q), but not the non-expanded form (25Q), results in severe growth defects in *slx5*Δ and *slx8*Δ cells. Since Slx5 is a nuclear protein and because Htt expression affects gene transcription, we assessed the effect of STUbLs on the transcriptional properties of aggregation-prone Htt. Expression of Htt 25Q and 55Q fused to the Gal4 activation domain (AD) resulted in reporter gene auto-activation. Remarkably, the auto-activation of Htt constructs was abolished by expression of Slx5 fused to the Gal4 DNA-binding domain (BD-Slx5). In support of these observations, RNF4, the human ortholog of Slx5, curbs the aberrant transcriptional activity of aggregation-prone Htt in yeast and a variety of cultured human cell lines. Functionally, we find that an extra copy of *SLX5* specifically reduces Htt aggregates in the cytosol as well as chromatin-associated Htt aggregates in the nucleus. Finally, using RNA sequencing, we identified and confirmed specific targets of Htt’s transcriptional activity that are modulated by Slx5. In summary, this study of STUbLs uncovers a conserved pathway that counteracts the accumulation of aggregating, transcriptionally active Htt (and possibly other poly-glutamine expanded proteins) on chromatin in both yeast and in mammalian cells.

## Introduction

Ubiquitin and SUMO are members of a conserved family of small ubiquitin-like modifier proteins (UBLs) that can be conjugated to lysine residues of target proteins to modulate their activity, function, localization, and half-life. The conjugation of both SUMO and ubiquitin to numerous target proteins is a multi-step process and involves a cascade of similar, yet distinct E1 activating enzymes, E2 conjugating enzymes, and E3 ligases. Additionally, dedicated SUMO or ubiquitin-specific proteases render these protein modifiers conjugation competent and also aid in their deconjugation from modified proteins. As such, the dynamic conjugation and deconjugation of UBLs has key roles in cell growth and the maintenance of genome integrity and has been implicated in disease-related processes including cancer, inflammation, and neurodegeneration (Hoeller et al., 2006; Kerscher et al., 2006; Dorval and Fraser, 2007; Dasso, 2008; Liu and Shuai, 2008; Sarge and Park-Sarge, 2009; van Wijk et al., 2011; Cubeñas-Potts and Matunis, 2013). Mammalian cells express one form of ubiquitin and three forms of conjugatable SUMO (SUMO-1, SUMO-2, and SUMO-3), while budding yeast only expresses one form each of ubiquitin and SUMO (Smt3). Chains of ubiquitin can be formed through conjugation of internal lysines. Analogously, Smt3, SUMO-2, and SUMO-3 can form SUMO chains on the proteins they modify, a property not shared by SUMO-1, which lacks the internal lysines required for polymerization (Ulrich, 2008; Vertegaal, 2010). The majority of proteins that are modified with ubiquitin chains are targeted to the proteasome. In contrast, SUMO chains and hybrid SUMO-ubiquitin chains do not play a direct role in proteolytic targeting but play an important but poorly understood role in SUMO-dependent signaling and the regulation of chromatin (Guzzo et al., 2012).

STUbLs, including the heterodimeric Slx5/Slx8 in budding yeast and the RNF4 homodimer in mammalian cells, are ubiquitin E3 ligases that can specifically target and bind sumoylated proteins and facilitate their ubiquitylation. Members of this unusual subfamily of ubiquitin ligases are well conserved, contain a RING domain required for their ubiquitylation activity, and use multiple SIMs (SUMO-interacting motifs) to target sumoylated substrates (Wang et al., 2006; Kerscher, 2007; Sun et al., 2007; Uzunova et al., 2007; Xie et al., 2007; Mullen and Brill, 2008; Tatham et al., 2008; Prudden et al., 2011; Alonso et al., 2012). Not surprisingly, STUbLs play an important role in the cross-regulation of proteins that can be modified with both SUMO and ubiquitin (Perry et al., 2008; Geoffroy and Hay, 2009). Deletion of *SLX5* and *SLX8* results in the accumulation of high-molecular weight SUMO adducts and renders cells hypersensitive to DNA damage and perturbed DNA replication (Zhang et al., 2006; Prudden et al., 2007). Similarly, depletion of RNF4 sensitizes cells to DNA damage (Tatham et al., 2008; Geoffroy and Hay, 2009; Yin et al., 2012). However, several lines of evidence suggest that STUbLs also play a critical role in protein quality control. For example, Slx5/Slx8 plays a role in degrading a mutant yeast transcriptional regulator, *mot1-103*, the nuclear degradation of the SUMO E3 ligase Siz1 in mitosis, and proteolysis of centromeric histone H3 variant Cse4, and also a transcription factor, Mat α2, that is not modified with SUMO (Wang and Prelich, 2009; Westerbeck et al., 2014; Hickey and Hochstrasser, 2015; Ohkuni et al., 2016). Similarly, RNF4 has been shown to regulate the SUMO- and ubiquitin-mediated proteasomal degradation of a mutant cystic fibrosis transmembrane conductance regulator (F508del CFTR), mutant attaxin (Atxn1 82Q), and possibly the reduction of SDS-resistant aggregates of mutant huntingtin (Htt, 97QP) in the cytosol of mammalian cells (Ahner et al., 2013; Guo et al., 2014).

Mutant Htt is the causative agent of Huntington’s disease (HD), a hereditary neurodegenerative illness that affects 2.71 per 100,000 people worldwide (Pringsheim et al., 2012). The IT15 gene, first discovered in 1993, encodes the huntingtin protein (Htt) which is essential for normal development of mammals and interacts with a variety of proteins implicated in transcription, intracellular transport, and cell signaling. However, the complete extent of Htt function remains unknown (Cattaneo et al., 2005). The amino-terminus of Htt normally contains a stretch of 17–28 glutamine (Q) residues, that is expanded to more than 36Q (and sometimes over 100) in patients with HD. These amino-terminal poly-glutamine expansions form aggregates of mutant Htt that visibly accumulate in neurons and in cell culture models, including budding yeast.

It has been suggested that Htt aggregates may be neuroprotective in that they incorporate cytotoxic Htt monomers into inert cellular inclusions (Arrasate et al., 2004). However, there is also ample evidence that cellular aggregates of Htt sequester a variety of other proteins required for vesicle trafficking, cell cycle regulation, transcriptional regulation, cytoskeletal functions, cell signaling, and protein turnover, thus contributing to the demise of cells expressing these aggregation-prone proteins (Suhr et al., 2001; Bauer et al., 2012).

The majority of Htt aggregates occur in the cytosol, but there is considerable evidence that the accumulation of Htt in the nucleus enhances its toxicity [reviewed in Davies et al. (1997), Lunkes and Mandel (1997), and Benn et al. (2008)]. For example, it has recently been found that a poly-glutamine expanded Htt protein fused with a nuclear localization signal (Htt-103Q-NLS), unlike Htt-103Q, is highly toxic to Wild-type (WT) budding yeast (Wolfe et al., 2014). Interestingly, the authors of this study found that toxicity of Htt-103Q-NLS can be suppressed by overexpression of other poly-Q rich proteins including Nab3, an RNA binding protein (Wolfe et al., 2014). The poly-Q tract on Htt is known to sequester other naturally occurring proteins with poly-Q tracts. For example, there are 14 proteins with poly-Q tracts of at least 20 glutamines encoded in the yeast genome, and at least 66 genes in the human genome that have been classified as encoding poly-Q proteins (Butland et al., 2007). Proteins with poly-Q tracts are involved in a variety of functions, but the majority are classified as transcription cofactors, coactivators, and DNA-binding proteins, or regulators of metabolic processes (Butland et al., 2007). In mammalian cells, poly-Q expanded Htt globally disrupts transcriptional regulation (Steffan et al., 2000; Dunah et al., 2002; Schaffar et al., 2015). In a yeast two-hybrid assay, transcriptional activity of aggregation-prone Htt was dependent on the length of the poly-Q tract (Gerber et al., 1994; Benn et al., 2008; Atanesyan et al., 2012). These observations underscore the importance of understanding the functional role that Htt has in the nucleus.

We reasoned that Slx5, owing to it’s protein quality-control functions, may alter the aggregation or distribution of Htt aggregates in WT cells. Therefore, we investigated whether STUbLs, Slx5, and Slx8 play a role in preventing the toxicity of poly-Q expanded Htt in budding yeast cells. We found that expression of Htt-103Q elicited a severe growth defect and was toxic in *slx5*Δ and *slx8*Δ mutants. The genetic interaction of Htt with STUbLs led us to examine the functional role of STUbLs in counteracting the toxic effects of Htt-103Q. For this we assessed the interaction of STUbLs with various Htt constructs using a reporter gene assay. Using this assay, we established that both Slx5 and RNF4, the human STUbL ortholog, reduced the transcriptional activity of Htt in yeast and human cells. Functionally, we determined that a plasmid-borne copy of *SLX5* reduced the levels of both cytosolic and nuclear Htt aggregates but did not affect the levels of monomeric Htt protein in the nucleus. Finally, we completed a global RNA sequencing study to identify transcripts that are affected by Htt-103Q and modulated by an extra copy of *SLX5*. Therefore, our data implicates STUbLs in a conserved mechanism that prevents the accumulation of aggregating proteins such as Htt on chromatin and curbs their promiscuous transcriptional activity both in yeast and in mammalian cells.

## Materials and Methods

### Yeast Strains, Plasmids, Mammalian Tissue Culture, and Media

All strains and plasmids used in this study are listed in **Supplementary Table S1**. Unless noted otherwise, preparation of yeast media and manipulation of yeast strains were performed as previously reported (Guthrie and Fink, 2002). Unless otherwise noted, all yeast strains were grown at 30°C. Yeast plasmids expressing 25Q and 103Q Htt were purchased from Addgene.org (Addgene plasmid # 1177 (GPD-25Q-GFP Htt in p416), # 1180 (GPD-103Q-GFP Htt in p416)). These plasmids were used for growth assays and microscopy. For Htt localization and auto-activation assays, Htt with 25Q, 55Q, and 97Q were PCR-amplified using NEB Q5 hot start high-fidelity polymerase 2× master mix (Cat # M0494S) and cloned into the pCR8/GW/TOPO entry vector (Life Technologies) and then recombined into either pAG414GAL-ccdB-DsRed (Addgene #14359) forming GAL-97QHtt-DsRed/TRP1/CEN (BOK 1213) or pACT2.2gtwy (Addgene # 11346) forming ADH1-GAL4AD-25QHtt/LEU2/2μ (BOK 1207), ADH1-GAL4AD-55QHtt/LEU2/2μ (BOK1209) and ADH1-GAL4AD-97QHtt/LEU2/2μ (BOK 1215). All plasmids expressing Htt encode exon I (17 amino acids) followed by poly-Q and proline-rich regions. NEBase Changer v1.2.1 software at NEB website was used for designing mutagenesis 5′-phospho primers and NEB Q5 hot start high-fidelity polymerase 2x master mix was used for PCR amplification. After PCR, template plasmid DNA in the reaction mixture was digested by treatment with DpnI enzyme (cat # R0176S) and PCR amplicon was ligated using T4 DNA Ligase enzyme (Cat # M0202S). All primer sequences used for cloning and mutagenesis are available upon request. Yeast cells were transformed as previously described (Amberg et al., 2005) or using the frozen-EZ yeast transformation II kit (Zymo research corporation, Irvine CA). For mammalian 2-hybrid assays, the Matchmaker Mammalian Assay Kit 2 (Clontech.com Cat. No. 630305) was used as per suppliers instructions. The pVP16 Activation Domain (AD) Htt constructs were designed in the Kerscher lab and synthesized by Genewiz (South Plainville, NJ, United States) to produce pVP16-Htt25Q-AD and pVP16-Htt55Q-AD. RNF4 was PCR amplified and cloned into *EcoR*1 and *Hind*III sites in the pM-BD plasmid to produce pM-BD-RNF4.

PC3 (Prostate Adenocarcinoma), PNT2 (Prostate Epithelium), and LNCaP (Prostate Carcinoma) cells were grown in RPMI media with 10% heat inactivated FBS (Thermo Fisher Scientific #10438018) and 1% antifungal/antibiotic (anti/anti) (Thermo Fisher Scientific #15240062). PC12 (Rat pheochromocytoma) cells were grown as above but also contained 10% horse serum. HEK 293 (Embryonic Kidney) cells were grown in DMEM media with 10% heat inactivated FBS and 1% anti-anti. Cells were transfected using Lipofectamine 2000 or 3000 reagents using supplier instruction (Thermo Fisher Scientific, Cat. No. 11668-019 or L3000-015).

### Growth Curves

Yeast strains YOK2206-2207, YOK2209-2210, YOK2824-2828 were grown overnight in 5 ml selective media with 2% dextrose. OD readings were recorded every hour from OD_600_ ∼ 0.15 to OD_600_ ∼2.0 for up to 10 h (Thermo Fisher Scientific Spectronic 200). Readings were averaged and graphed in Microsoft Excel. Error bars represent the standard error of four independent cultures for each strain listed. Doubling times were calculated as previously published (Murakami and Kaeberlein, 2009).

### Spotting Assays

Yeast strains were grown overnight in 5 ml selective media with 2% dextrose. When cultures reached mid-log phase (OD_600_ 0.8–1.0), 1 OD of cells was harvested. Cultures were 10-fold serially diluted and 5 μl was spotted onto selective medium containing 2% dextrose. Plates were dried at ambient temperature and incubated at 30°C for up to 3 days.

### Ortho-Nitrophenyl-β-Galactoside (ONPG) and SEAP Assays

Yeast cultures of pJ694alpha containing the appropriate AD and BD constructs were grown until cells reached mid-log phase (OD_600_ of 1 ml = 0.5–0.8) and lac-Z reporter gene expression was determined as outlined in the Clontech Yeast Methods protocols handbook (PT3024-1). Briefly, the exact OD_600_ was recorded when the cultures were harvested. Cells were then washed in Z-buffer (16.1 g/L of Na_2_HPO_4_⋅7H_2_O, 5.50 g/L of NaH_2_PO_4_⋅H_2_O, 0.75 g/L of KCl, and 0.246 g/L of MgSO_4_⋅7H_2_O. pH 7.0). Cell pellets were resuspended in 100 μl of Z-buffer and three cycles of freeze/thaw each for 30 s was done to break open the cells. Cells were then incubated in the presence of ONPG (4 mg/ml) in Z-buffer at 30°C until yellow color developed. Reactions were stopped using 1 M Na_2_CO_3_ and cell debris was removed by centrifugation. The OD_420_ was determined using a spectrophotometer and β-galactosidase units were calculated using the formula [β-gal units = 1000 × OD_420_/(*t* × V × OD_600_)] where t is elapsed time (in minutes) of incubation, V is 0.1 ml times 5 (concentration factor) (Miller, 1972). The β-galactosidase units reported were average values of at least three independent experiments and values were graphed including +/−*SD*. The Great EscAPe Chemiluminescence kit (Clontech #631737) was used to detect SEAP levels in the mammalian 2-hybrid assay. Twenty-five microliters of culture media were obtained and spun for 1 min at 12,000 rpm to remove cells. The supernatant was transferred to black 96-well plates with clear, flat well bottoms (Corning #353219) and after addition of SEAP substrate solution, Chemiluminescent signals were visualized and analyzed using a Li-COR C-Digit Blot Scanner and also autoradiography film. Student’s *t*-tests were used to analyze statistical significance of SEAP transcriptional levels.

### Fluorescence Microscopy

Images of live cells were collected using a Zeiss Axioscope two plus microscope (Carl Zeiss Microscopy, LLC, Thornwood, NY, United States) fitted with a Qimaging Retiga^TM^ SRV charge-coupled device digital camera (Qimaging, Surrey, BC, Canada), i-Vision software for macintosh (Bio Vision Technologies, Exton, PA, United States) and a Uniblitz shutter assembly (Vincent Associates/ UNIBLITZ, Rochester, NY, United States). Pertinent filter sets for the above applications include CZ909 (GFP), XF114-2 (CFP), Filter set 15 (DsRed1), and 49 (DAPI and Hoechst 33258) (Chroma Technology Group, Bellows Falls, VT, United States). Where applicable, images were normalized using i-vision software and pseudo-colored and adjusted using Adobe Photoshop software (vs13.0 × 64, Adobe Systems, San Jose, CA, United States).

### Subcellular Fractionation Assay

Cells were grown in a 2% raffinose synthetic complete medium at 25°C until reaching mid-log phase. Then, galactose was added to the media to a final concentration of 2% to induce Htt-25Q-NLS-GFP or Htt-103Q-NLS-GFP expression from the *GAL* promoter for 4 h at 25°C. Whole cell extract (WCE) was purified from 50 OD_600_ equivalent cells. Subcellular fractionation was performed as described previously (Au et al., 2008). Western blot analysis of WCE, soluble, and chromatin fraction was carried out to monitor the Htt25Q-NLS or Htt103Q-NLS levels. Tub2 and histone H3 were used as markers for soluble and chromatin fractions, respectively. Protein levels were quantified using Gene Tools software (version 3.8.8.0) from SynGene (Frederick, MD, United States). Primary antibodies were anti-GFP mouse (1:3000, 11814460001, Roche), anti-Tub2 rabbit (1:3000, Basrai laboratory), and anti-H3 rabbit (1:7500, ab1791, Abcam).

### Total RNA Isolation

Cells were grown in a 2% raffinose synthetic complete medium at 25°C until reaching mid-log phase. Then, galactose was added to the media to a final concentration of 2% to induce Htt-25Q-NLS or Htt103Q-NLS expression from the *GAL* promoter for 4 h at 25°C. Total RNAs were isolated from 3 OD_600_ equivalent cells using MasterPure^TM^ Yeast RNA purification kit with DNase I treatment as indicated by the manufacturer (Epicentre). All RNA samples had an RNA integrity number (RIN) of 8 and above, indicative of high sample quality. Half of the sample is used for RNA sequencing, and another half is for RT-PCR for a validation of the RNA sequencing.

### Reverse Transcription-PCR (RT-PCR)

Total RNAs (100 ng for *HBT1*, 10 ng for *UIP4* and *UBC11*, and 1 ng for *ACT1*) were analyzed by AccessQuick^TM^ RT-PCR system (Promega). Primer sets and PCR conditions are available upon request. PCR products were loaded onto Ethidium Bromide-stained 1.5% agarose gels in TBE (KD Medical) and band intensities were quantified with Gene Tools software (version 3.8.8.0) from SynGene (Frederick, MD, United States). Expression levels were calculated based on the standard curve on the same gel and relative values were determined when level of the NLS-Htt25Q-GFP [Vector] was defined as 100.

### mRNA-Seq and Analysis

Three independent RNA-seq libraries for each of 4 samples were prepared from total RNA using the Illumina TruSeq Stranded Total RNA Kit RS-122-2201. They were pooled and sequenced in a single 150 cycle paired end HiSeq run at the Frederick National Laboratory for Cancer Research (FNLCR) at the CCR Sequencing Facility, NCI, NIH, Frederick, MD 21701. Fifty-six to 81 million pass-filter reads were obtained with > 95% base calling quality of Q30. Reads were adapter-trimmed with low-quality calls removed using Trimmomatic v0.36 and aligned using STAR 2.5.1. The transcriptome reference was annotated transcripts from *Saccharomyces cerevisiae* S288C, assembly EF4 (Ensembl). One library (YMB10544_c) contained 45% rRNA sequences and was removed from further analysis (all other libraries contained < 2% rRNA reads). Genewise read counts were quantitated using RSEM 1.2.22, and differential expression analysis was performed using edgeR version 3.20.9 utilizing the tool’s GLM functionality. An F-like test was performed first to identify genes showing a statistically significant difference in at least one condition (3961 of 7126 total), and only these genes were included in subsequent pairwise comparisons. Analysis of identified transcripts was completed using the online Panther classification system ^1^ (Mi et al., 2013) and the Saccharomyces Genome Database ^2^.

## Results

### Expression of Poly-Q Expanded Huntingtin Causes a Growth Defect in STUbL Mutants

STUbLs play an important role in the quality control of both SUMO-modified and non-sumoylated proteins (Wang et al., 2006; Xie et al., 2010; Westerbeck et al., 2014). Therefore, we tested our hypothesis that Slx5 and Slx8 are required for growth in the presence of a toxic, aggregation-prone model protein: exon 1 of poly-Q expanded Htt. Budding yeast is established as an exquisite model system for the study of poly-Q expanded proteins (Krobitsch and Lindquist, 2000) and hence we compared the effect of expression of Htt with either a 25-glutamine residue tract (Htt-25Q or 25Q) or an abnormal, aggregation-prone 103-glutamine tract (Htt-103Q or 103Q) on the growth properties of WT, *slx5*Δ, and *slx8*Δ cells. Isogenic WT, *slx5*Δ, and *slx8*Δ cells were transformed with low-copy (*CEN*) plasmids expressing GFP-tagged Htt-25Q or Htt-103Q under control of the constitutive GPD promoter (Krobitsch and Lindquist, 2000). The resulting transformants, or an empty vector control, were grown to mid-log phase and equal numbers of cells were serially diluted and spotted on selective media (**Figure 1A**). Though *slx5*Δ and *slx8*Δ cells initially formed smaller colonies than WT cells, no severe growth defect or lethality was apparent after 2–3 days of growth at 30°C for both the vector and Htt-25Q transformants (**Figure 1A** top and middle panel). In contrast, *slx5*Δ and *slx8*Δ cells transformed with the Htt-103Q construct showed a severe growth defect (**Figure 1A** bottom panel), supporting our hypothesis that STUbLs are required to relieve the growth-inhibiting properties of aggregation-prone poly-Q expanded Htt in budding yeast.

**FIGURE 1:**
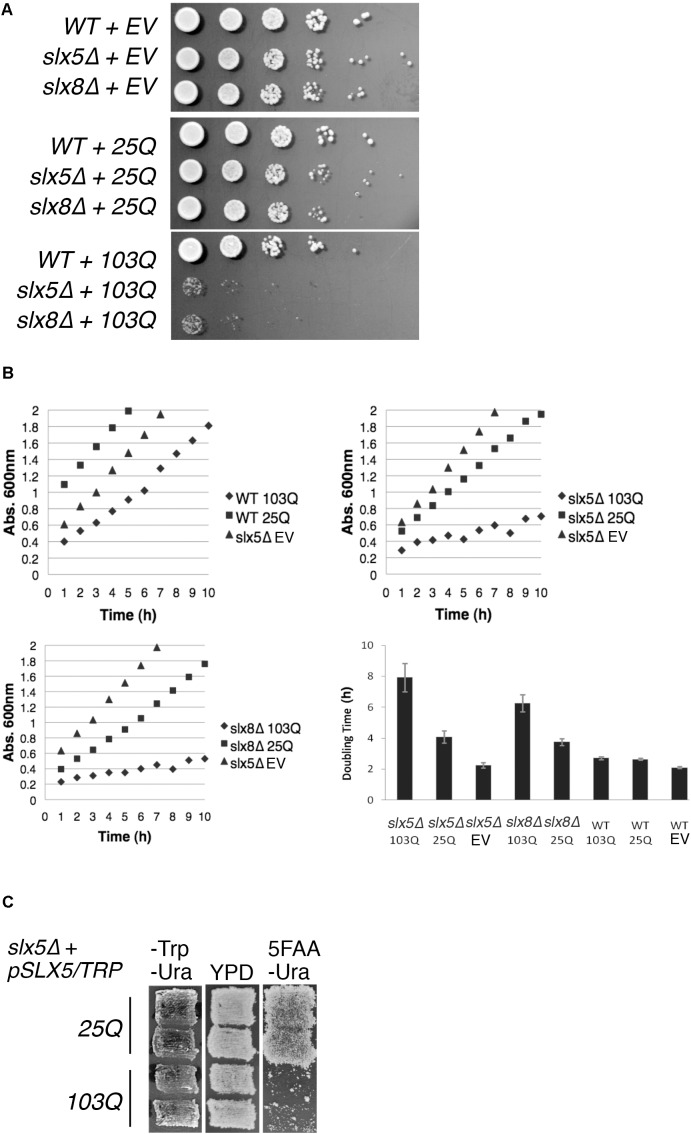
STUbL subunits Slx5 and Slx8 alleviate toxicity of poly-Q expanded Htt. **(A)** WT, *slx5*Δ, and *slx8*Δ strains expressing Htt-25Q, Htt-103Q, or empty vector (EV) were grown to mid-logarithmic phase and 5 μl of 10-fold serial dilutions of each culture were spotted on SC-URA medium. Plates were incubated at 30°C for 3 days. **(B)** Yeast transformants in **A** and the indicated controls were grown overnight in 5 ml of SC-URA medium. Ten OD_600_ readings of cultures were recorded every hour until the OD_600_ reached ∼2.0. The average doubling times of four independent experiments were graphed with +/− standard error. EV (empty vector) **(C)** A shuffle strain, *slx5*Δ with *SLX5/TRP* plasmid (YOK 2990), was transformed with either Htt-25Q or Htt-103Q constructs. Transformants were patched in duplicate on selective medium (SC-TRP URA) and rich medium (YPD). Patches were then replica plated on SC-URA medium with 5FAA to counter-select against the *TRP1* marked plasmid.

Next, we used liquid cultures to investigate the effect of Htt-25Q and Htt-103Q constructs on the growth of WT, *slx5*Δ, and *slx8*Δ. For this analysis, we compared the slopes of growth curves for WT, *slx5*Δ, and *slx8*Δ cells that were transformed with either Htt-25Q or Htt-103Q constructs. First, we found that WT cells transformed with Htt-25Q or Htt-103Q grew equally well as *slx5*Δ cells once established in logarithmic phase of growth (**Figure 1B** top left). Similarly, *slx5*Δ and *slx8*Δ cells transformed with either an empty vector or the Htt-25Q construct displayed similar growth characteristics (**Figure 1B**, top right and bottom left). In sharp contrast, the growth curves for *slx5*Δ and *slx8*Δ cells transformed with 103Q constructs revealed a significant growth delay with two- to four-fold increases in doubling times from 2 to 8 h (**Figure 1B** bottom right).

Further support that STUbL subunits, Slx5, and Slx8, have a role in preventing the Htt-103Q induced growth delay or toxicity was derived from a shuffle assay used to examine the ability of a *slx5*Δ STUbL mutant to grow in the presence of Htt-25Q or Htt-103Q. For this assay, a *slx5*Δ shuffle strain (*slx5*Δ; *SLX5/TRP1/CEN*) was transformed with Htt-25Q or Htt-103Q. All transformants showed similar growth characteristics and were patched in duplicate onto selective (-TRP -URA) media. Once patches grew in, cells were replica-plated on rich media (YPD) and then onto 5FAA media to counter-select against the *TRP*-marked WT *SLX5* plasmid (Toyn et al., 2000). After two successive replicas onto fresh 5FAA media, the majority of cells with the Htt-103Q construct failed to grow into colonies because they had lost *SLX5*. In stark contrast, *slx5*Δ cells harboring Htt-25Q grew unimpeded because growth of these cells did not depend on *SLX5* (**Figure 1C**). In summary, our results show that STUbLs provide an essential function for yeast cells growing in the presence of aggregation-prone, poly-Q expanded proteins.

### Slx5 Reduces the Number of Poly-Q Expanded Huntingtin Aggregates

Intrigued by the poly-Q-induced growth defect in both STUbL mutants, we decided to compare the phenotypic manifestations of aggregation-prone Htt in WT, *slx5*Δ, and *slx8*Δ cells. We used a fluorescence microscope to collect images of WT, *slx5*Δ, and *slx8*Δ cells transformed with either the GFP-tagged 25Q construct or a GFP-tagged 103Q construct. We predicted, based on the results of our growth assays (**Figure 1**), that STUbL mutants would affect the localization of 103Q construct but not the 25Q construct. Consistent with previous results (Krobitsch and Lindquist, 2000), the Htt-25Q-GFP construct was evenly distributed across the nucleus and cytosol of WT, *slx5*Δ and *slx8*Δ cells (data not shown). In contrast, WT cells expressing Htt-103Q-GFP revealed a mixture of speckles, aggregates, and diffuse-staining cells (see **Supplementary Figure S1**). However, the majority of *slx5*Δ and *slx8*Δ cells expressing 103Q did not reveal a GFP signal as these cells were dead, as determined by a vital stain that differentiates live and dead cells (**Supplementary Figure S1**). By comparison, WT cells expressing 103Q contained less than 5% of dead or dying cells in the culture. These results also show that constitutive expression of 103Q, unlike 25Q, results in lethality of STUbL mutants. These data are consistent with our growth assays (**Figures 1A–C**) and support our conclusion that STUbLs fulfill an essential role in preventing cytotoxicity due to poly-Q expanded proteins such as Htt-103Q.

The Htt-103Q-induced lethality in *slx5*Δ strain impeded our microscopic analysis of Htt toxicity in STUbL mutants and hence we assayed the effect of plasmid-borne *SLX5* on the phenotype of 103Q aggregates in WT cells. We reasoned that Slx5, owing to it’s quality-control functions, may alter the aggregation or distribution of Htt aggregates in WT cells. WT cells were transformed with GFP-tagged 103Q and either a *SLX5* *CEN* plasmid (under control of its own promoter on a low-copy *CEN* vector) or an empty control vector. The transformants were grown to mid-logarithmic phase in selective media and 103Q aggregates were analyzed using fluorescence microscopy (**Figure 2A**). We determined that the incidence of 103Q aggregates was reduced by almost 14-fold while the number of diffuse-staining cells increased by at least twofold with plasmid borne *SLX5* (**Figure 2B**).

**FIGURE 2:**
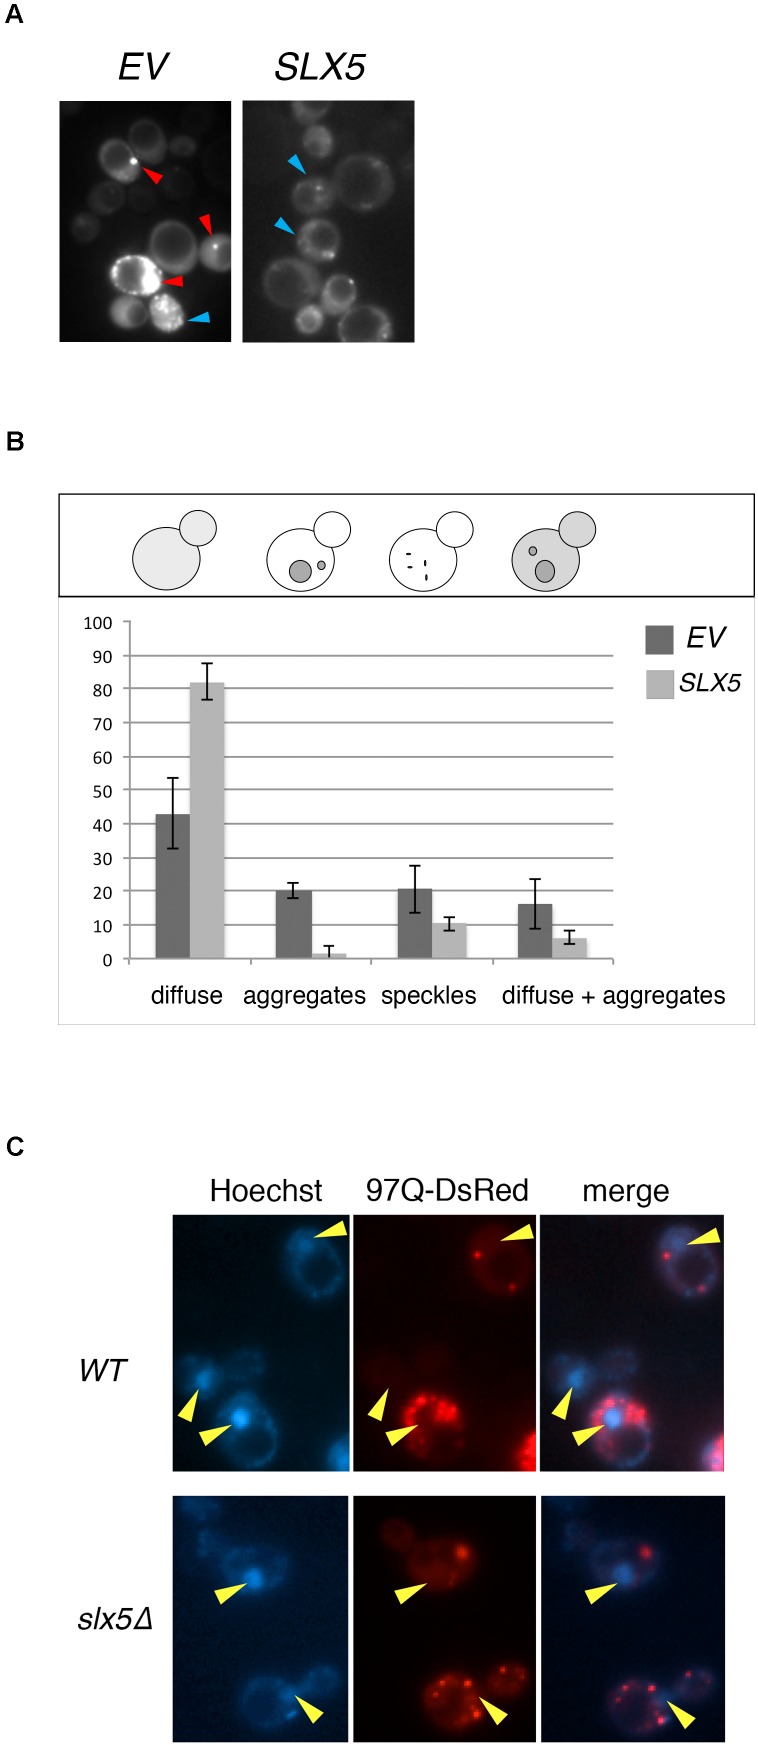
Plasmid-borne SLX5 reduces aggregates of poly-Q expanded huntingtin. **(A)** Representative images of Htt-103Q in WT cells with and without an *SLX5/CEN* plasmid. Example of aggregates (clearly defined, bright cytoplasmic structures – red arrow-heads) and speckles (multiple small, not clearly defined cytoplasmic granules – blue arrow-heads) **(B)** Quantitation of phenotypes observed in 2A. WT strain expressing Htt-103Q-GFP alone (YOK 2842) or Htt-103Q-GFP with *SLX5* (YOK 2843) were grown to mid-logarithmic phase in selective medium. Images of 103Q diffuse staining, aggregates, and speckles in the indicated strains were recorded and then quantitated. Average counts for three independent experiments were graphed +/− standard deviation. Y-axis: percent of cells (*n* = 100/experiment). Y-axis: phenotypes scored **(C)** Aggregates of poly-Q expanded Htt are localized in the cytoplasm. WT and *slx5*Δ strains transformed with GAL-Htt-97Q-DsRed (YOK 3112 and YOK 3114) were grown overnight in SC-TRP medium with 2% raffinose. Cultures were diluted to ∼0.2 OD in a fresh medium with 2% galactose and incubated for an additional 16 h for expression of Htt-97Q-DsRed prior to imaging Htt aggregates using a fluorescence microscope. Nuclei were stained with Hoechst dye. Merged images indicate the absence of Htt-97Q aggregates in nuclei (yellow arrow-heads).

Htt has been reported to reside both in the cytosol as well as the nucleus, but the majority of Htt aggregates are observed to form in the cytosol (Davies et al., 1997; Krobitsch and Lindquist, 2000). The nuclear localization of Slx5 and Slx8 (Cook et al., 2009) and the lethality of Htt103Q in *slx5*Δ and *slx8*Δ strains prompted us to further investigate the role of STUbLs in the localization of Htt. For this analysis, we transiently expressed 97Q-DsRed under control of the strong inducible *GAL promoter* in WT and the *slx5*Δ mutant. This transient expression prevented the cytotoxicity associated with constitutive expression of aggregation-prone Htt in *slx5*Δ strains. After galactose induction, we imaged the nuclei of live WT and *slx5*Δ cells were stained with Hoechst dye (33342). In both WT and *slx5*Δ cells (*n* > 200), Htt aggregates or speckles were solely observed in the cytosol. A low level of diffusely staining 97Q-DsRed was evenly distributed between the cytosol and the nucleus of WT and did not appear to be enriched in either compartment. A similar localization pattern for 97Q-DsRed to that in WT cells was observed in the *slx5*Δ cells (**Figure 2C**). Based on these results we propose that 97Q, under the conditions employed, does not readily form large aggregates in the nuclei of yeast cells.

### Regulation of Transcriptional Activity of Htt by Slx5 and RNF4

It was previously reported that poly-Q expanded Htt, in the absence of a Gal4-DNA-binding fusion (BD), induces the expression of reporter genes in a two-hybrid reporter assay (Atanesyan et al., 2012). This transcriptional auto-activation was directly related to the length of the poly-glutamine tract in Htt (Atanesyan et al., 2012). Therefore, we determined the effect of Slx5 on this poly-Q dependent transcriptional activity. Htt-25Q and Htt-55Q were fused to the Gal4 activation domain (AD) and assayed for the auto-activation of each construct in the presence or absence of BD-Slx5 or just BD. Consistent with published data (Atanesyan et al., 2012), all AD fusions of Htt, by themselves, induced expression of both a *HIS3* and a *lacZ* reporter gene, indicating that both 25Q and 55Q associate with the Gal4-UAS independent of a BD (**Figure 3A**). We used AD-Htt-25Q and AD-Htt-55Q to avoid the potential toxicity associated with AD-Htt-97Q. Auto-activation of the *HIS3* reporter gene was scored using a growth assay, transformed cells where diluted and spotted on media with (*SD*-Trp-Leu) or without histidine (*SD*-Trp-Leu-His). Concomitantly, auto-activation of the *lacZ* reporter was quantitated using ONPG assays that were performed in triplicate. Intriguingly, when the AD-Htt constructs were paired with BD-Slx5, the Htt-induced auto-activation was reduced to background levels (**Figure 3A**). To confirm that the reduction of the Htt-induced transcriptional auto-activation is not due to the decreased expression of Htt 25Q and Htt 55Q in the presence of *BD-SLX5*, we tested the expression of AD-Htt 25Q and AD-Htt-55Q by Western blotting (**Supplementary Figure S3**). The result shows that the steady state levels of both Htt-25Q and Htt-55Q were not affected by *BD-SLX5*.

**FIGURE 3:**
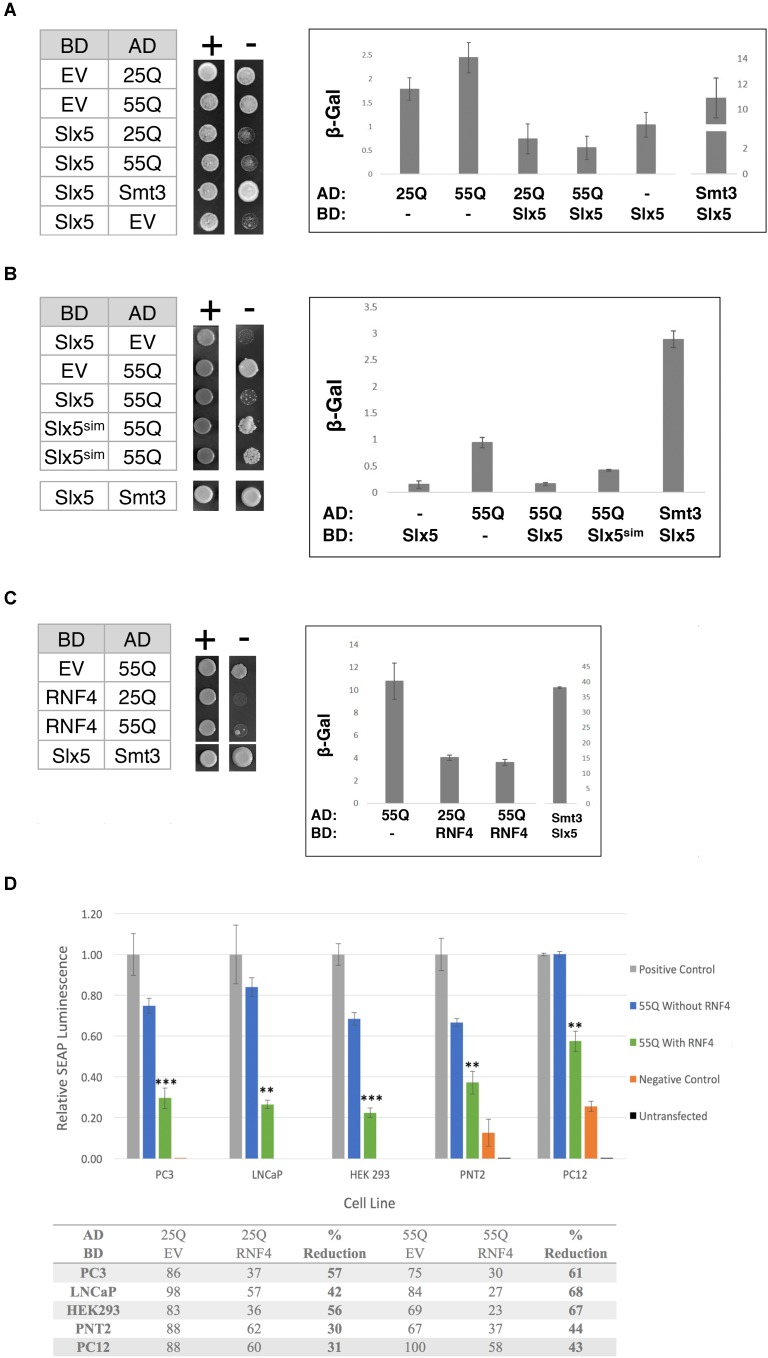
The STUbL subunit Slx5 reduces the transcriptional auto-activation of poly-Q expanded Htt. **(A)** Yeast two-hybrid strain pJ694α was co-transformed with the indicated AD and BD plasmids. 1 OD of overnight-grown cells were diluted 100-fold and 5 μl of each cell suspension was spotted on SC-TRP LEU for growth control and SC-TRP LEU HIS to assess activation of the *HIS3* reporter gene. Transcriptional activation was also scored by quantification of β-galactosidase activity using ONPG assays (error bar – *SD*). **(B)** Effect of Slx5^sim^ expression on the repression of poly-Q expanded Htt auto-activation as indicated by growth on SC-TRP LEU HIS medium and β-galactosidase assays. **(C)** Expression of the human *SLX5* ortholog RNF4 represses the transcriptional activity of poly-Q expanded Htt. To assess activation of the *lacZ* reporter gene in the indicated strains β-galactosidase units of strains were determined and graphed +/− standard deviation. **(D)** RNF4 significantly reduces the transcriptional activation of Htt in mammalian cells. Mammalian two hybrid analysis of PC3, LNCaP, HEK 293, PNT2, and PC12 cells [*n* = 3]. Reporter gene auto-activation of 25Q and 55Q Htt was assessed by transfection of pM-EV (empty vector) and pVP16-Htt. Where indicated, pM-RNF4 was cotransfected with 25Q or 55Q Htt to measure RNF4’s inhibitory function. Values of relative SEAP luminescence for 55Q are graphed as shown and values for both 25Q and 55Q are shown in the table below the graph. Assay results were normalized to the positive control. Error bars represent standard deviation. ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

Next we asked if the suppression of AD-Htt reporter gene activation was dependent on the SIMs in Slx5. We combined a SIM mutant of Slx5 that fails to interact with SUMO (BD-Slx5^sim^) with AD-55Q and assessed the auto-activation properties of our poly-Q Htt constructs on the two reporters using growth and quantitative ONPG assays. We found that Slx5^sim^ reduced the auto-activation of the AD-55Q construct significantly less than WT Slx5 (**Figure 3B**, ONPG assay). This data suggests that SUMO-binding may support the ability of Slx5 to suppress the transcriptional activity of AD-Htt. However, SUMO-binding of Slx5 may not be a steadfast requirement to reduce Htt toxicity because the Slx5^sim^ mutant can still suppress the Htt-103Q growth phenotype (**Supplementary Figure S2**).

To determine whether ability of Slx5 to repress auto-activation of poly-Q expanded Htt is evolutionarily conserved, we tested mammalian BD-RNF4 in combination with AD-25Q and AD-55Q. Consistent with results for Slx5, RNF4 also repressed the auto-activation activity of AD-25Q and AD-55Q constructs in our reporter assay (**Figure 3C**). In the presence of RNF4, the auto-activation activity of AD-25Q and AD-55Q was reduced threefold, when compared to AD-55Q alone. These results strongly support a role for RNF4, and other STUbLs, in counteracting the aggregation of transcriptionally active Htt and possibly other poly-Q expanded proteins associated with neurodegenerative diseases.

Finally, we tested whether RNF4 curbs the transcriptional activity of aggregation-prone proteins in a mammalian tissue culture model of Huntington’s disease, employing a mammalian Matchmaker (2-hybrid) assay. For this approach, both Htt-25Q and Htt-55Q were cloned into the pVP16AD Gal4-activation domain vector and co-transformed with the reporter plasmid pG5SEAP into 5 separate cell lines (PC3, LNCaP, HEK293, PNT2, and PC12). Consistent with our finding in yeast, all mammalian cell lines recapitulated the Htt-dependent transcription of the pG5SEAP reporter (**Figure 3D** – blue bars). Next, reporter gene activation was assayed in the presence of BD-RNF4. Mammalian two-hybrid analysis in all cell lines displayed a significant decrease in the transcriptional activation of 25Q and 55Q Htt upon addition of RNF4 BD (**Figure 3D** green bars and table). The strength of RNF4’s inhibitory effect ranged from 30–60% reduction on 25Q but was statistically significant for all 5 cell lines (Student’s *T*-test), indicating that RNF4’s inhibitory effect is consistent and reproducible. In all cell lines, 55Q mHtt displayed greater transcriptional reduction (40–70%), suggesting that this poly-Q expanded 55Q Htt is more amenable to RNF4’s activity. Due to their neuronal origin, results from the PC12 cell two-hybrid are the most physiologically relevant model of Huntington’s Disease. As an important indicator of specificity, reporter gene activation by a positive control construct (pM-pVP16), was not affected by transfection of RNF4 (data not shown). In summary, we have now shown that both in yeast and mammalian cells auto-activation of Htt can be significantly modulated due to the activity of STUbLs.

### Slx5 Reduces Chromatin-Associated Htt Aggregates in Budding Yeast

To study the physiological relevance of our assays for transcriptional activity, we examined whether Htt-103Q associates with chromatin using subcellular fractionation of whole-cell lysates after overexpression of nuclear targeted Htt-25Q-NLS-GFP or Htt-103Q-NLS-GFP. We assayed levels of Htt in whole-cell extracts, soluble fractions, and chromatin (**Figure 4A**). As expected, both aggregated (high-molecular weight) and non-aggregated (53 kD, monomer) forms of Htt-103Q, but not Htt-25Q, were clearly detectable in the chromatin fraction, indicating that both aggregated and non-aggregated Htt-103Q associate with chromatin.

**FIGURE 4:**
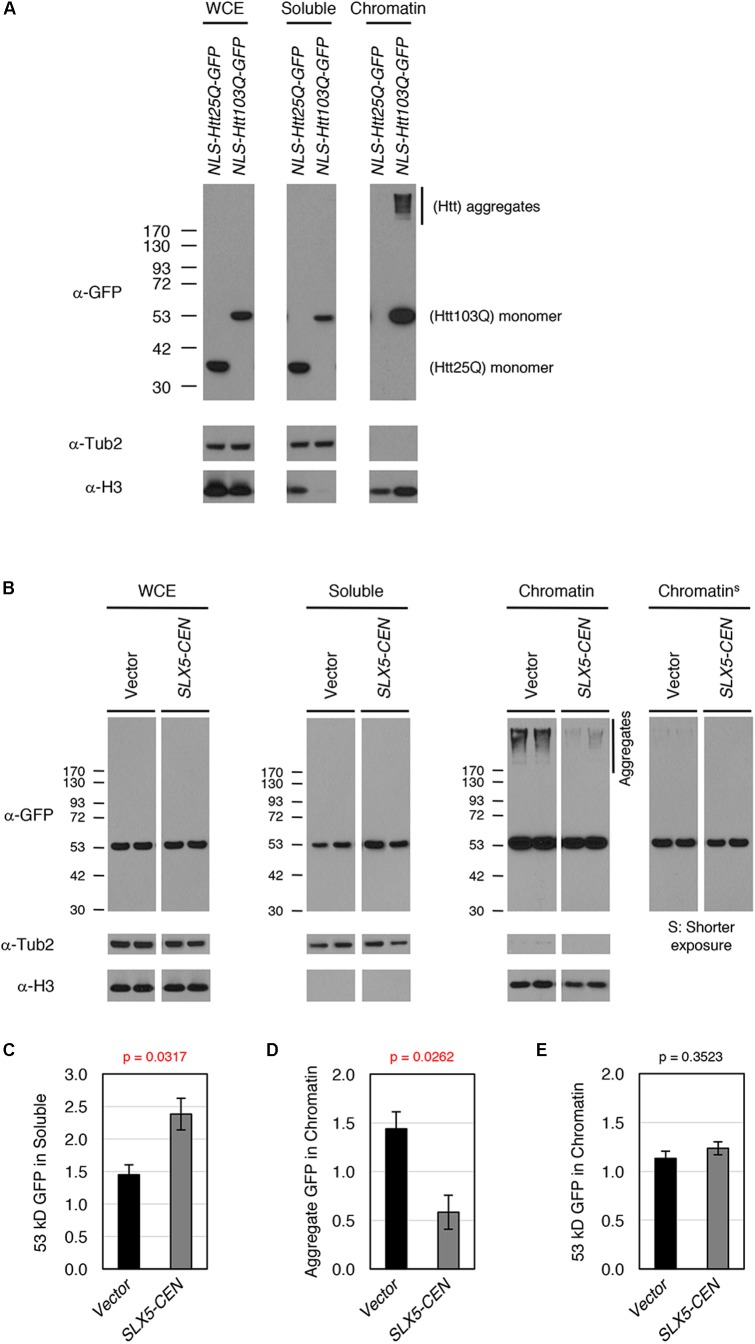
Slx5 reduces the level of chromatin associated Htt103Q aggregates. **(A)** Htt103Q, but not Htt25Q, associates with chromatin. Whole cell extracts (WCEs) prepared from equal numbers of cells expressing GFP-tagged Htt25Q-NLS or Htt103Q-NLS from a *GAL* promoter were fractionated into soluble and chromatin fractions. Htt25Q-NLS-GFP or Htt103Q-NLS-GFP levels in each fraction were monitored by western blot analysis with anti-GFP antibody. Tub2 and histone H3 were used as markers for soluble and chromatin fractions, respectively. **(B)** WCEs prepared from equal numbers of cells expressing Htt103Q-NLS-GFP with (*SLX5-CEN*) or without (Vector) were fractionated into soluble and chromatin fractions as described in **A**. Htt103Q-NLS-GFP levels were monitored by western blot analysis with anti-GFP antibody. Three independent transformants were assayed and shown are the results from two of these. **(C)** Quantification of the 53 kD GFP signals in soluble fraction from 4B. The 53 kD GFP was normalized using Tub2 levels in soluble fraction. The graph represents the mean of three independent clones with SEM. *P*-value is 0.0317. **(D)** Quantification of the aggregate GFP signals in chromatin fraction from 4B. The aggregate GFP signal was normalized using H3 levels in chromatin fraction. The graph represents the mean of three independent transformants with SEM. *P*-value is 0.0262. **(E)** Quantification of the 53 kD GFP signals in chromatin fraction from 4B. The 53 kD GFP (shorter exposure) was normalized using H3 levels in chromatin fraction. The graph represents the mean of three independent transformants with SEM. *P*-value is 0.3523.

To examine the role of *SLX5* in modulating chromatin bound Htt-103Q, we assayed levels of Htt-103Q-NLS-GFP in the presence or absence of plasmid-borne *SLX5* (**Figures 4B–E**). Consistent with the microscopy of Htt-103Q-GFP expressing cells (**Figure 2B**), the soluble, monomeric form of Htt-103Q (53 kDa) was increased with plasmid-borne *SLX5* (**Figures 4B,C**). Importantly, aggregated Htt in the chromatin fraction was reduced ∼3-fold (*p* = 0.0262) in the strain with plasmid borne *SLX5* (**Figures 4B,D**). In contrast, monomeric, chromatin-bound Htt-103Q (53 kDa) remained similar in both strains (**Figures 4B,E**). These data show that increased expression of *SLX5* specifically reduces Htt-103Q aggregates in chromatin. We propose that STUbLs contribute to reducing chromatin-associated Htt aggregates.

### Identification of Htt-Altered Transcripts Modulated by a STUbL in Yeast

The reduced association of aggregated Htt-103Q-NLS with chromatin in the presence of plasmid-borne *SLX5* (**Figure 4B**) led us to postulate that Slx5 curbs the abnormal transcriptional activities induced by Htt-103Q-NLS. Hence, we performed genome-wide RNA-seq analysis to examine the transcriptome of four strains expressing either Htt-25Q-NLS or Htt-103Q-NLS with or without plasmid-borne *SLX5*. 

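RNA was sequenced from 11 liquid cultures of strains that carry a GFP-tagged, nuclear-targeted Htt fragment under the *GAL* promoter, harvested after 4 h in galactose. They were 2 cultures of Htt-25Q-NLS cells with empty vector (25Q [V]) and 3 each of such cells with plasmid-borne *SLX5* (25Q [*SLX5*]), Htt-103Q-NLS cells with empty vector (103Q [V]) and Htt-103Q-NLS cells with the plasmid (103Q [*SLX5*]). The 25Q and 103Q cultures came from different integrant strains, the *SLX5* plasmid was a low-copy *CEN* plasmid, and the letters a to c of the replicates name separate clones, each grown as its own culture. A further 25Q [V] library, which the authors set aside for its share of rRNA, was not used here. *SLX5* encodes a subunit of the STUbL, a ubiquitin ligase that recognizes SUMO, and its transcript was higher in every culture with the plasmid than in any without. It was counted at 1179 ± 34.8 counts-per-million (CPM, TMM-normalized; mean ± SD, n = 3) in 25Q [*SLX5*] and at 97.0 ± 3.69 (n = 2) in 25Q [V]. In Htt-103Q-NLS cells it was counted at 636 ± 132 CPM (n = 3) in 103Q [*SLX5*] and at 56.4 ± 7.83 (n = 3) in 103Q [V]. The authors aligned the reads to the S288C genome with STAR and estimated counts per gene with RSEM, and the deposited values for 7126 genes are these expected counts, not normalized. The sample labels name an mRNA library kit where the methods name a total RNA kit, both stranded, so the kit behind the values is not settled. The median total of estimated counts per library (range) was 21890401 (19942070 to 23838732) in 25Q [V], 26253549 (23860075 to 29440801) in 25Q [*SLX5*], 21701190 (20562016 to 23472368) in 103Q [V] and 21818805 (21475500 to 24932042) in 103Q [*SLX5*]. The paper states up to 81 M pass-filter reads per library, whereas all values here use the estimated counts. Genes of rRNA took between 1.02% and 2.40% of the counts in the 4 libraries of clone letter a and between 0.254% and 0.958% in the other 7. Expected counts were rounded, scaled by TMM and tested for 6321 genes with edgeR's quasi-likelihood test over all 11 libraries, with p adjusted by the Benjamini-Hochberg method and called under 0.05. Each SE is the log2 fold change divided by the square root of the test's F statistic, taken as positive. The first principal component of the log2 CPM held 65.8% of the variance and parted the 2 Htt lengths. On it the 25Q cultures lay between -30.0 and -22.9, the 103Q [V] cultures a, b and c at 37.1, 30.8 and 21.3, and the 103Q [*SLX5*] cultures at 22.8, 7.52 and 17.9.

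**Figure D1:**
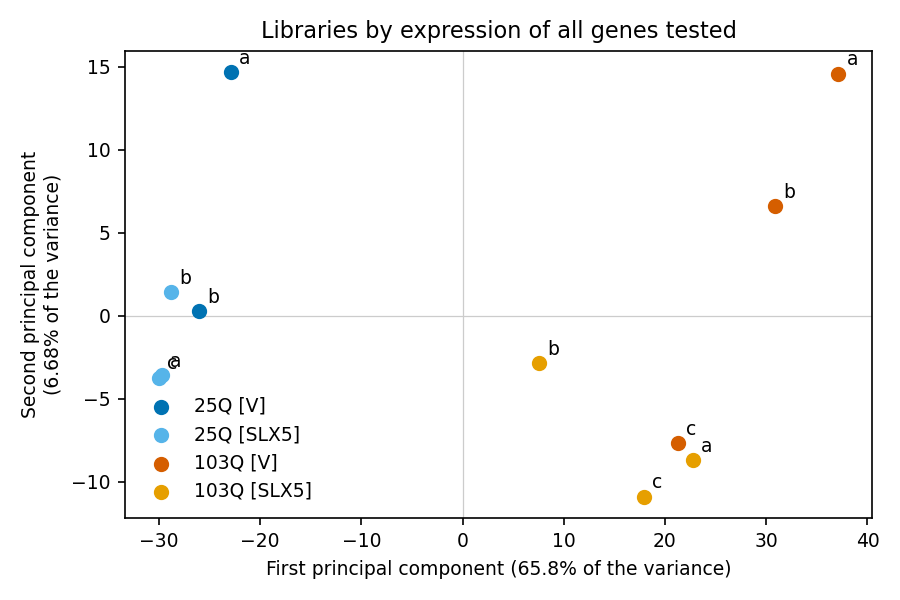
First against second principal component of the log2 CPM of the tested genes, one point per culture, colored by group, with the replicate letter beside it. The second component holds 6.68% of the variance, and 103Q [V] replicate c lies among the 103Q [*SLX5*] cultures on both axes.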

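The largest rise in 103Q [V] cells over 25Q [V] cells was that of YHR054C, a gene beside the *CUP1* metallothionein repeats. It had no count in any of the 5 Htt-25Q-NLS cultures and 29.8 ± 2.62 CPM (mean ± SD, n = 3) in 103Q [V]. This is at least 194-fold higher over a floor of 3 counts per library. Each Htt length comes from a different integrant strain, so for this and any other gene a strain difference cannot be told apart from an effect of Htt length. YDR042C, of unknown function, rose by a log2 fold change of 6.12 (SE 0.53, adjusted p = 1.47e-05), and *FDH1*, a formate dehydrogenase, by 5.83 (SE 0.69, adjusted p = 7.82e-05). *SPS1*, a kinase of spore wall formation, rose by 4.23 (SE 0.36), *SPO19*, a meiosis-specific protein, by 3.82 (SE 0.35), *REC104*, of meiotic recombination, by 3.27 (SE 0.39) and *GAS2*, a spore wall glucanosyltransferase, by 3.01 (SE 0.21). *NRD1*, which encodes an RNA-binding protein of transcription termination, rose from 74.1 ± 9.83 CPM (n = 2) to 932 ± 116 (n = 3), and *FUR4*, the uracil permease, rose from 28.3 ± 0.839 to 223 ± 8.79. The largest falls were those of *EGO4*, -2.66 (SE 0.32, adjusted p = 8.01e-05), *FMP16*, -2.33 (SE 0.23), *FMP45*, which encodes a membrane protein related to Sur7, -2.24 (SE 0.14), and *COX26*, of the cytochrome c oxidase, -2.13 (SE 0.28). Glycogen phosphorylase (*GPH1*), phosphoglucomutase (*PGM2*), glutamate decarboxylase (*GAD1*) and the DNA photolyase (*PHR1*) fell to log2 fold changes of -2.08, -2.00, -1.94 and -1.93. These genes were taken as the largest changes among called genes with a mean of at least 10 CPM and no overlap between the cultures of the groups. edgeR's quasi-likelihood test called 3589 of the 6321 genes tested, or 56.8%, at an adjusted p under 0.05. Without the 4 libraries of clone letter a, a setting chosen after their rRNA shares were seen that leaves 1 culture of 25Q [V], 2198 genes were called.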

Consistent with the effect of Htt-103Q on transcription, our results showed that the expression of > 50% of all yeast genes (3438 genes) was altered in the presence of Htt-103Q-NLS when compared to Htt-25Q-NLS with empty vector (**Figure 5A**, 25Q [V] vs. 103Q [V]). 

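Genes of the general stress response, which the transcription factors Msn2 and Msn4 control, fell together in 103Q [V] cells relative to 25Q [V] cells: 31 of 34 fell and 3 did not pass the test. Their median log2 fold change was -1.13, with *TKL2*, a transketolase, at -1.81 (SE 0.17), *PAI3*, an inhibitor of proteinase A, at -1.42 (SE 0.10) and *TSA2*, a thioredoxin peroxidase, at -1.41 (SE 0.11). Of 21 genes of trehalose and glycogen metabolism, 15 fell, among them the trehalase gene *NTH1* at -1.17 (SE 0.16, adjusted p = 0.000171), and 1 rose, which was *PIG1*, named after its value was seen. In the other direction, 20 of 27 genes of chaperones and of targets of the heat shock factor rose (21 adjusted over the list alone) and 1, *SSE2*, fell, though not without 25Q [V] replicate b (adjusted p = 0.0561, range over alternatives 0.000113 to 0.0561). The Hsp90 gene *HSC82* rose by 1.16 (SE 0.12, adjusted p = 4.22e-05), the Hsp40 gene *YDJ1* by 1.19 (SE 0.12) and *CPR6*, which encodes a partner of Hsp90, by 1.02 (SE 0.11). Of 52 genes of ribosome biogenesis, 42 rose (43 adjusted over the list alone) and none fell, among them *RPA190*, the largest subunit of RNA polymerase I, at 1.12 (SE 0.14, adjusted p = 9.81e-05). Against all other genes, limma's camera placed the stress response (adjusted p = 1.06e-16) and trehalose and glycogen metabolism (adjusted p = 0.000738) lower, and the chaperones (adjusted p = 2.75e-07) and ribosome biogenesis (adjusted p = 9.25e-09) higher. With a correlation between genes estimated from the data no list was called, and these lists had adjusted p = 0.471, 0.777, 0.471 and 0.773 with an estimated correlation. By edgeR's quasi-likelihood test 1725 genes rose and 1864 fell, so 48.1% of those called rose. Which side was the larger differed between settings: 50.7% of the genes called by DESeq2 and 50.6% with RLE size factors rose, as did 50.4% in a fit of these groups alone and 50.2% without 103Q [V] replicate b.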

Of the 3438 genes affected by Htt-103Q-NLS, 48.6% of the genes were up-regulated and 51.4% were down-regulated. These results show that chromatin associated Htt-103Q-NLS affects global transcription in budding yeast.

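Genes of galactose use, whose regulation the Htt construct's *GAL* promoter shares, fell in 103Q [V] cells relative to 25Q [V] cells: 8 of 10 fell and none rose. *GAL7*, *GAL1* and *GAL10*, which encode enzymes of galactose breakdown, fell to log2 fold changes of -1.75 (SE 0.20), -1.68 (SE 0.24) and -1.08 (SE 0.16). Histone genes fell as well, 9 of 10, with the H3 gene *HHT2* at -0.89 (SE 0.09, adjusted p = 3.43e-05) and the H2A gene *HTA2* at -0.72 (SE 0.09). Of 39 nuclear genes of the respiratory chain and ATP synthase, 19 fell (17 adjusted over the list alone) and none rose, among them *NDE2*, an NADH dehydrogenase, at -1.33 (SE 0.08, adjusted p = 2.21e-06). Proteasome genes went the other way, with 16 of 33 higher and 3 (*PRE3*, *PRE5* and *RPN13*) lower, and *RPN4*, which encodes their transcription factor, rose by 1.48 (SE 0.14, adjusted p = 2.85e-05). Of 27 genes of sulfur and methionine metabolism 18 rose and 2 (*HOM2* and *SUL1*) fell, with methionine synthase (*MET6*) at 1.14 (SE 0.13), and of 24 genes of ergosterol synthesis 17 rose and 2 (*HMG2* and *MVD1*) fell, with *ERG13* at 1.07 (SE 0.13). Seripauperin and mannoprotein genes expressed at low oxygen had the largest median of the 29 lists, 2.12, with 19 of 23 higher and 1, *DAN4*, lower. Of these, *DAN4*, *HOM2*, *SUL1*, *HMG2*, *MVD1*, *PRE3*, *PRE5* and *RPN13* were named after their values were seen. Near-identical seripauperin copies share reads, so the value of any one copy is uncertain. The 137 genes of cytosolic ribosomal proteins stayed near 0 with a median of 0.02: 18 rose, 16 fell (10 and 12 adjusted over the list alone) and 103 did not pass the test. *RPL7B* was at 1.03 (SE 0.17) and *RPL12B*, of the other direction, at -0.43 (SE 0.06). The camera test gave adjusted p = 0.000382 for galactose use, 0.000168 for the histones, 0.00429 for respiration, 0.00791 for the proteasome, 0.000168 for sulfur metabolism, 0.000804 for ergosterol, 3.26e-06 for the seripauperin group and 0.769 for ribosomal proteins. In the same order, adjusted p = 0.56, 0.471, 0.777, 0.795, 0.516, 0.471, 0.471 and 0.977 with an estimated correlation.

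**Figure D2:**
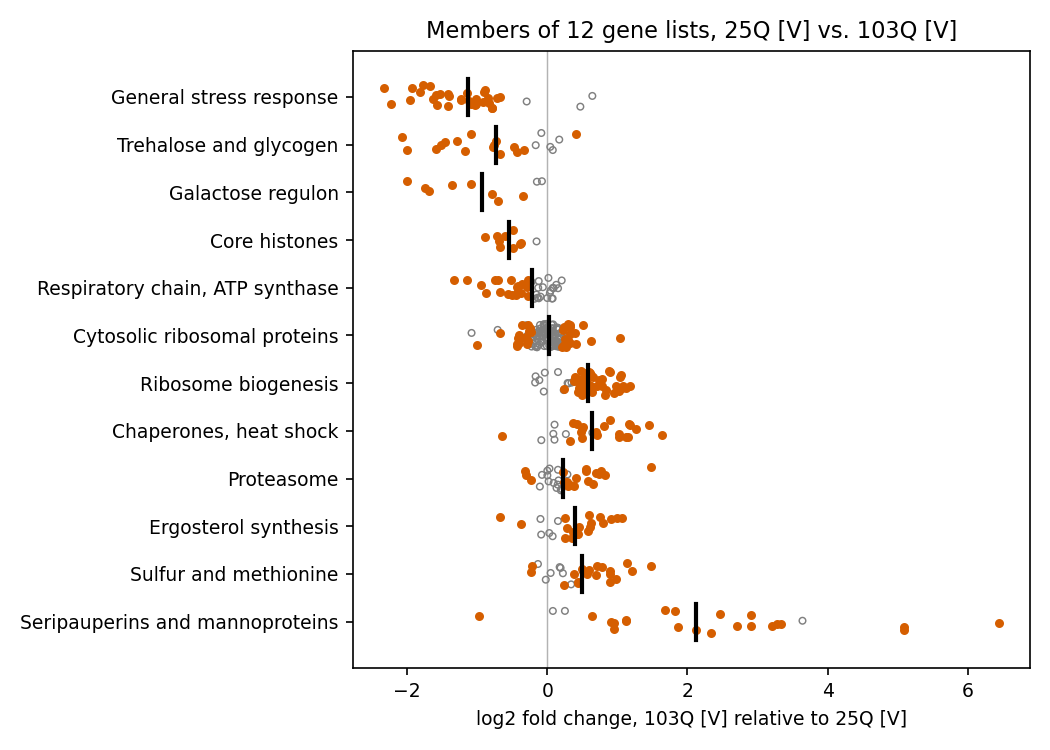
Log2 fold changes of 103Q [V] over 25Q [V] for the measured members of 12 gene lists, one point per gene; filled orange points have an adjusted p under 0.05 from edgeR's quasi-likelihood test, open grey points do not, and black bars are medians. Of the lists drawn, the medians of the stress response and the seripauperin group lie farthest from 0.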

**FIGURE 5:**
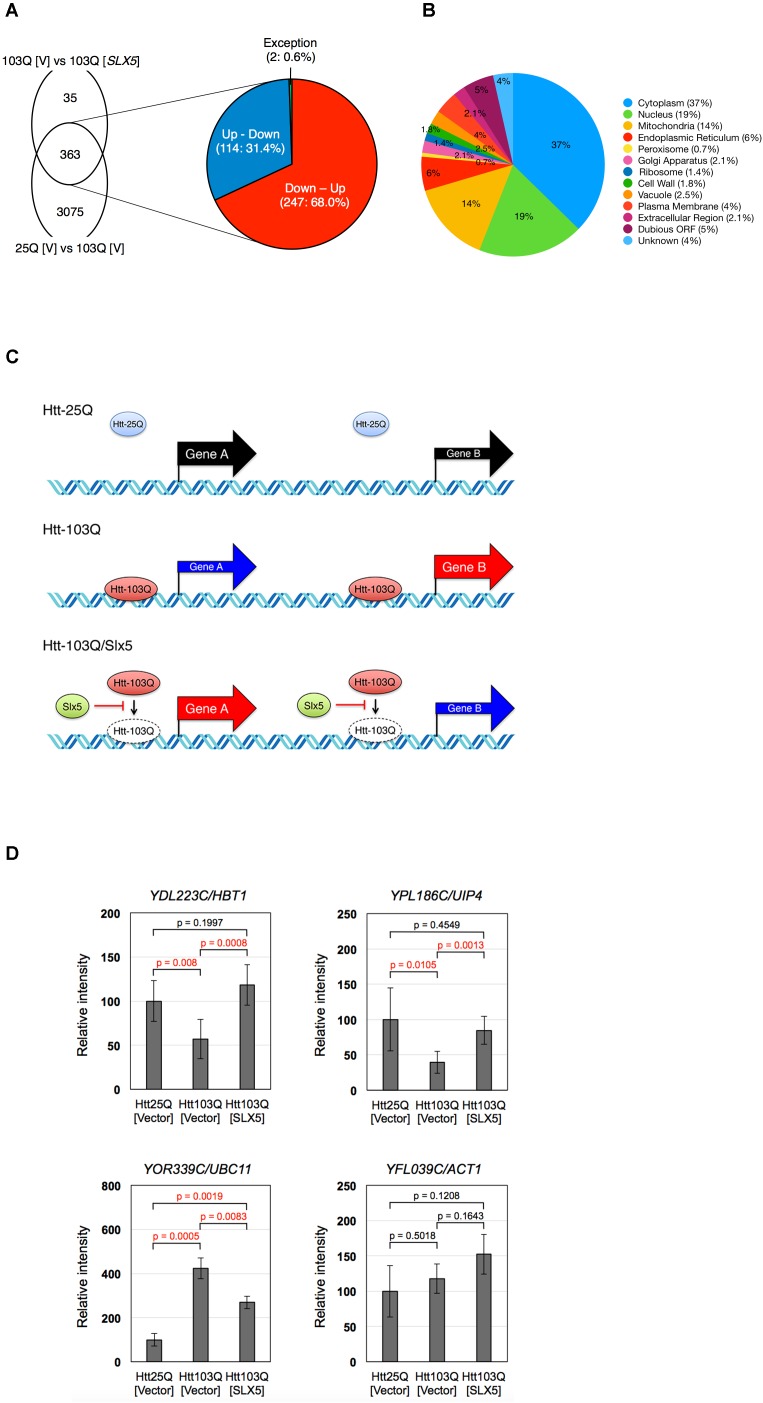
Slx5 modulates the transcriptional activity due to expression of Htt-103Q-NLS. Depiction of 398 *SLX5* modulated genes identified by RNA sequencing. **(A)** RNA-seq analysis shows that Htt103Q-NLS leads to a global effect on the transcriptome as it affects the expression of 3438 genes (25Q [V] vs. 103Q [V]). Plasmid-borne *SLX5* affects the expression of 398 genes in Htt103Q-NLS cells (103Q [V] vs. 103Q [*SLX5*]) as shown in **Supplementary Table S2**. The overlap between Htt25Q-NLS and Htt103Q-NLS (25Q [V] vs. 103Q [V]) is 363 genes. The expanded view of **A** shows that expression of most of the 363 genes (99.4%) inversely correlates between 25Q [V] vs. 103Q [V] and 103Q [V] vs. 103Q [*SLX5*]. Expression of 247 of the 363 genes (68.0%) is down-regulated by Htt103Q, and this effect is reversed by plasmid-borne *SLX5* (Down – Up). Expression of 114 of the 363 genes (31.4%) is up-regulated by the Htt103Q, and this effect is reversed by plasmid-borne *SLX5* (Up – Down). **(B)** Subcellular localization of differentially expressed genes. The localization of proteins encoded by the 398 genes indicated in **Supplementary Table S2** was analyzed using cellular components assignment from the PANTHER Classification System and the Saccharomyces Genome Database. Pie chart shows a ratio of the genes placed into cellular component categories. Individual genes are listed in **Supplementary Table S4**. **(C)** Schematic of gene expression in Htt25Q-NLS and Htt103Q-NLS cells and the effect of plasmid-borne *SLX5* on the transcriptome of Htt103Q-NLS cells. Expression of genes A and B are downregulated and upregulated in Htt103Q-NLS cells relative to Htt25Q-NLS cells, respectively. Slx5 reduces the association of Htt with chromatin and this contributes to the reversal in gene expression such that gene A is upregulated and gene B is downregulated. **(D)** RT-PCR validation of gene expression analysis. Total RNAs were purified from strains expressing either Htt25Q-NLS or Htt103Q-NLS from a *GAL* promoter for 4 h with or without plasmid-borne *SLX5*. RT-PCR analyses was performed using the same samples used for the RNA-seq. Relative intensities are reported as the mean ±*SD* of three biological repeats. Reactions for *YDL223C/HBT1* and *YPL186C/UIP4* were performed in duplicate. *N* = 3 for *YOR339C/UBC11* and *YFL039C/ACT1*, *N* = 6 for *YDL223C/HBT1* and *YPL186C/UIP4*.

We next analyzed the effect of plasmid-borne *SLX5* on the transcriptome of cells expressing Htt-25Q-NLS or Htt-103Q-NLS. Our RNA-seq data showed that *SLX5* had a minimal effect on the transcriptome of cells expressing Htt-25Q-NLS as only 33 genes were differentially expressed (25Q [V] vs. 25Q [*SLX5*]). In contrast to this, plasmid-borne *SLX5* affected the transcription of 398 genes in cells expressing Htt-103Q-NLS when compared to Htt-103Q-NLS without *SLX5* (**Figure 5A**, 103Q [V] vs. 103Q [*SLX5*]). 

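Plasmid-borne *SLX5* raised its own transcript in Htt-25Q-NLS cells by a log2 fold change of 3.60 (SE 0.18, adjusted p = 1.17e-06). *SNZ1*, of vitamin B6 synthesis, fell from 515 ± 15.3 CPM (mean ± SD, n = 2) in 25Q [V] to 303 ± 16.0 (n = 3) in 25Q [*SLX5*], a log2 fold change of -0.77 (SE 0.09, adjusted p = 0.00597). *LYS20*, a homocitrate synthase of lysine synthesis, fell from 233 ± 21.4 to 140.1 ± 8.53 CPM, -0.73 (SE 0.09, adjusted p = 0.0122). Over 22 alternatives the adjusted p ran from 1.76e-12 to 0.897 for *SNZ1*, under 0.05 in 20, and from 3.47e-09 to 1 for *LYS20*, under 0.05 in 18. Without 25Q [V] replicate a the adjusted p of *SNZ1* was 0.165 and that of *LYS20* 0.425, and *LYS20* had 0.0955 without 25Q [*SLX5*] replicate a and 0.0747 without 25Q [*SLX5*] replicate c; without the libraries of clone letter a, a setting chosen after the data were seen, *SNZ1* had 0.897 and *LYS20* 1. *LYS20* is the 1 gene that fell of 37 genes of amino acid synthesis under Gcn4, 14 of which were lower when adjusted over the list alone; 34 had negative fold changes, with a median of -0.19 (limma's camera, adjusted p = 1.16e-19, and adjusted p = 0.193 with an estimated correlation). All 52 genes of ribosome biogenesis had negative fold changes, with a median of -0.22 (adjusted p = 6.37e-15, and adjusted p = 0.547 with an estimated correlation). In the stress response 33 of 34 genes had positive ones, with a median of 0.29 (adjusted p = 2.6e-10, and adjusted p = 0.459 with an estimated correlation). None of the genes of these 2 lists passed the test singly, and 3 stress genes did when adjusted over the list alone. The marker and plasmid genes, which hold *SLX5* itself, were called with an estimated correlation (adjusted p = 0.029). edgeR's quasi-likelihood test called these 3 genes, and 565 genes had an unadjusted p under 0.05. DESeq2 called 33 genes (15 higher, 18 lower), the likelihood ratio procedure of the paper 32 (12 and 20) and a fit of these groups alone 8. Without 25Q [V] replicate a 1 gene was called, without 25Q [*SLX5*] replicate a 2 and without 25Q [*SLX5*] replicate c 2.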

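In Htt-103Q-NLS cells plasmid-borne *SLX5* raised its own transcript by a log2 fold change of 3.50 (SE 0.15, adjusted p = 2.39e-07), and it was the 1 gene called by edgeR's quasi-likelihood test. Genes of the stress response nearly all had higher counts in 103Q [*SLX5*] than in 103Q [V]: 32 of 34 fold changes were positive, with a median of 0.53, and 28 were higher when adjusted over the list alone (limma's camera, adjusted p = 7.35e-23, and adjusted p = 0.209 with an estimated correlation). *TKL2* was at 1.03 (SE 0.16, adjusted p = 0.085) and *FMP45* at 0.80 (SE 0.13, adjusted p = 0.085); over 22 alternatives the adjusted p ran from 9.03e-08 to 0.343 for *TKL2*, under 0.05 in 5, and from 4.1e-06 to 0.343 for *FMP45*, under 0.05 in 6. Of 21 genes of trehalose and glycogen metabolism 20 had positive fold changes, with a median of 0.45, and 17 were higher adjusted over the list alone (adjusted p = 1.73e-11, and adjusted p = 0.41 with an estimated correlation), with *NTH1* at 0.60 (SE 0.15, adjusted p = 0.125). Vacuolar protease and autophagy genes had a median of 0.22, with 6 of 18 higher over the list alone (adjusted p = 2.42e-05, and adjusted p = 0.41 with an estimated correlation) and *APE3*, a vacuolar aminopeptidase, at 0.31 (SE 0.08, adjusted p = 0.131). Of 10 genes of galactose use 9 had positive fold changes, with a median of 0.36 and 4 higher over the list alone (adjusted p = 0.00107, and adjusted p = 0.481 with an estimated correlation). All 52 genes of ribosome biogenesis had negative fold changes, with a median of -0.24 and none lower over the list alone (adjusted p = 2.45e-11, and adjusted p = 0.481 with an estimated correlation), and *TSR4* was at -0.34 (SE 0.10, adjusted p = 0.149). Sulfur and methionine metabolism had a median of -0.24, with 7 of 27 lower over the list alone (adjusted p = 1.95e-06, and adjusted p = 0.41 with an estimated correlation), and amino acid synthesis a median of -0.18, with 1 of 37 lower (adjusted p = 1.15e-06, and adjusted p = 0.41 with an estimated correlation). At an unadjusted p under 0.05 there were 1468 genes; DESeq2's Wald test called 296 and the likelihood ratio procedure of the paper 302, of which 255 were shared. Without 103Q [V] replicate c the quasi-likelihood test called 1647 genes; without 103Q [*SLX5*] replicate a it called 3 and without 103Q [*SLX5*] replicate b 2. The difference between the *SLX5* effects in Htt-103Q-NLS and Htt-25Q-NLS cells, tested as an interaction, passed for 0 genes with edgeR's quasi-likelihood test and 0 with DESeq2, for 1 with the paper's procedure and for 3 without 103Q [V] replicate c; 348 genes had an unadjusted p under 0.05.

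**Figure D3:**
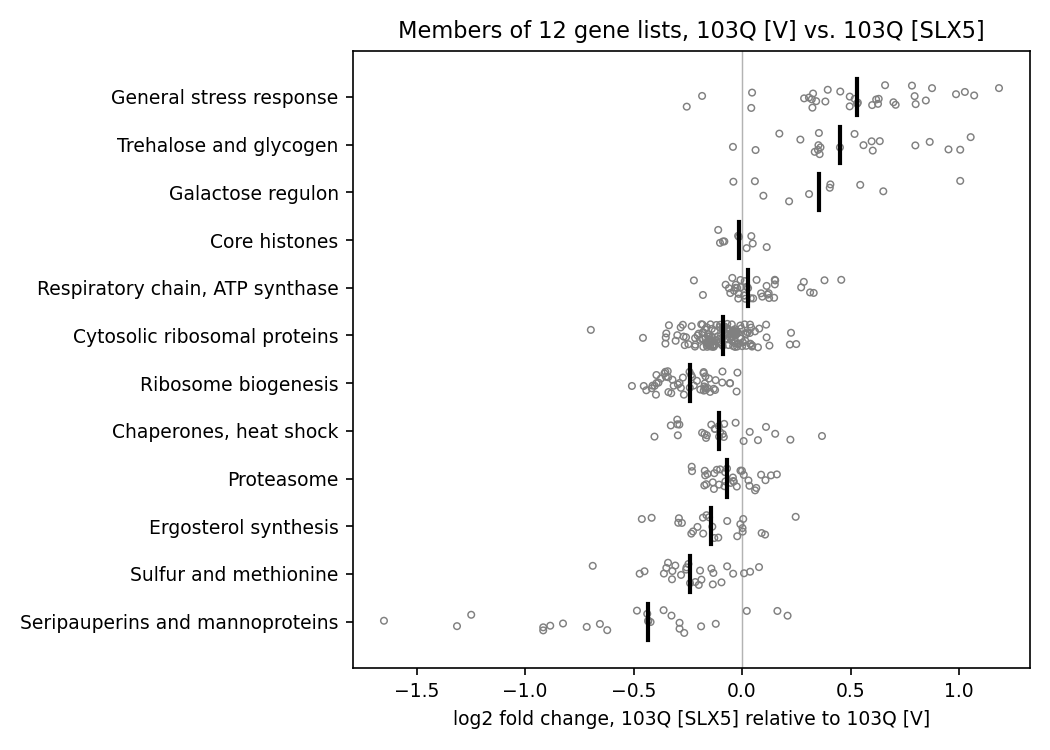
Log2 fold changes of 103Q [*SLX5*] over 103Q [V] for the measured members of 12 gene lists, one point per gene; open grey points do not reach an adjusted p under 0.05 from edgeR's quasi-likelihood test, which holds for every point drawn, and black bars are medians. Medians run from 0.53 for the stress response to -0.43 for the seripauperin group.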

The majority of the 398 genes encode for proteins that reside in the cytoplasm (37%), nucleus (19%), or mitochondria (14%) (**Figure 5B** and **Supplementary Table S4**). 

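Stress and storage genes stand on the higher side of Supplementary Table S2, and genes of ribosome synthesis and sulfur assimilation on the lower side. The paper's table lists as higher in 103Q [*SLX5*] 25 of 34 genes of the stress response, 14 of 21 of trehalose and glycogen metabolism and 6 of 18 vacuolar and autophagy genes, and none of these as lower. It lists as lower 7 of 52 genes of ribosome biogenesis, 5 of 27 of sulfur metabolism and 4 of 137 of ribosomal proteins, and none as higher. The table was chosen on these libraries, so these counts are not independent evidence of a direction. Among its genes with higher counts in 103Q [*SLX5*] the median log2 fold change here was 0.42, and among those with lower counts -0.38. *MET16*, of sulfate assimilation, was at -0.45 (SE 0.11, adjusted p = 0.125) and *ATG34*, of selective autophagy, at 0.55 (SE 0.12, adjusted p = 0.117); neither passed edgeR's quasi-likelihood test. DESeq2 called 192 genes as higher and 104 as lower, 64.9% higher, and the likelihood ratio procedure of the paper 207 and 95, 68.5% higher. Without 103Q [V] replicate c, 54.2% of the genes called by the quasi-likelihood test were higher.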

Of the 398 genes that were significantly altered by plasmid-borne *SLX5*, 66% (261) genes were upregulated and 34% (137) genes were down-regulated (**Supplementary Table S2**). We observed two distinctive characteristics on the transcriptome of Htt-103Q-NLS with and without plasmid-borne *SLX5* (**Figure 5C**). 

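Genes that fell with Htt-103Q-NLS tended to have higher counts with plasmid-borne *SLX5*, and genes that rose lower counts. *GDB1*, the glycogen debranching enzyme, fell in 103Q [V] relative to 25Q [V] to a log2 fold change of -1.52 (SE 0.19, adjusted p = 8.64e-05) and was at 0.80 (SE 0.17, adjusted p = 0.117) in 103Q [*SLX5*] relative to 103Q [V]. *YGP1*, a cell wall glycoprotein, fell to -1.58 (SE 0.16, adjusted p = 3.5e-05) and was then at 0.71 (SE 0.15, adjusted p = 0.117). *KRE33*, of ribosome biogenesis, rose by 1.18 (SE 0.19, adjusted p = 0.000398) and was then at -0.51 (SE 0.16, adjusted p = 0.153), and *HXT10*, a hexose transporter, rose by 3.45 (SE 0.33, adjusted p = 2.7e-05) and was then at -0.85 (SE 0.24, adjusted p = 0.145). All 52 genes of ribosome biogenesis also had negative fold changes with *SLX5* in Htt-25Q-NLS cells, with a median of -0.22 against -0.24 in Htt-103Q-NLS cells. The interaction had a median of -0.03 for this list (camera, adjusted p = 0.819). Of the 29 lists, camera placed 4 higher and 3 lower for the interaction, and 0 were called with an estimated correlation. Over the genes tested the log2 fold changes of 103Q [V] over 25Q [V] and of 103Q [*SLX5*] over 103Q [V] had opposite signs in 76.4%. Their Pearson correlation was -0.60 and their Spearman correlation -0.71 across genes, which are not independent replicates. Both comparisons contain the 103Q [V] cultures, so their errors alone give opposite signs: in 50 simulations with no difference between any of the groups the signs were opposite in 64.7% and the correlation averaged -0.44 (range -0.56 to -0.32). These simulations also removed the difference between 25Q [V] and 103Q [V], in which 56.8% of the tested genes were called. Their share of opposite signs and their correlation therefore do not measure what shared cultures give beside that difference. The covariance was -0.148, against -0.0265 on average in the simulations (range -0.0393 to -0.0169). The simulations drew each gene independently and so left out any shift of whole cultures shared by many genes. Their range therefore does not bound what such a shift alone would give. With the 103Q [V] cultures divided between the comparisons, so that none served in both, the covariance averaged -0.102 over 6 divisions. It was nearest to 0, at -0.0401, where 103Q [V] replicate c alone stood against 103Q [*SLX5*].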

First, for 99.4% (361 out of 363) of *SLX5*-affected genes, the effect of added Slx5 was inversely correlated with that of 103Q (**Supplementary Table S2** and **Figure 5A**). Plasmid-borne *SLX5* upregulated the expression of 68.0% (247) of the genes that were downregulated by Htt-103Q-NLS, and downregulated the expression of 31.4% (114) of genes that were upregulated by Htt-103Q-NLS (**Figure 5A**). For example, expression of YAL008W was down-regulated by Htt-103Q-NLS, and up-regulated by plasmid-borne *SLX5*. In contrast, expression of YAL014C was up-regulated by Htt-103Q-NLS, and down-regulated by plasmid-borne *SLX5*. 

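*SLX5* itself was the 1 gene called in both comparisons by edgeR's quasi-likelihood test, lower in 103Q [V] than in 25Q [V] with a log2 fold change of -0.78 (SE 0.15, adjusted p = 0.00118), and higher in 103Q [*SLX5*]. Among the genes of Supplementary Table S2, those higher in 103Q [*SLX5*] had a median log2 fold change of -0.84 between 25Q [V] and 103Q [V], and those lower in 103Q [*SLX5*] one of 0.71. The table was chosen on these libraries, so these medians are not independent evidence of a reversal. DESeq2 called 265 genes in both comparisons, 178 of them lower with Htt-103Q-NLS and higher with *SLX5* and 86 the reverse, where independent calls at the same rates would give 55.1 and 30.6. The likelihood ratio procedure of the paper called 273, with 194 and 76 against 57.5 and 25.0. These expectations leave out that both comparisons contain the 103Q [V] cultures, whose errors alone favor opposite signs, so the excess over them is not a measure of a shared effect. Without 103Q [V] replicate c the quasi-likelihood test called 1442, of which 1433 had opposite signs, 786 lower and then higher and 647 higher and then lower. From the smaller amount of aggregated Htt-103Q-NLS in the chromatin fraction with plasmid-borne *SLX5*, the paper proposes that Slx5 curbs the abnormal transcription, and its Figure 5C gives less Htt on chromatin as contributing to the reversal of expression.

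**Figure D4:**
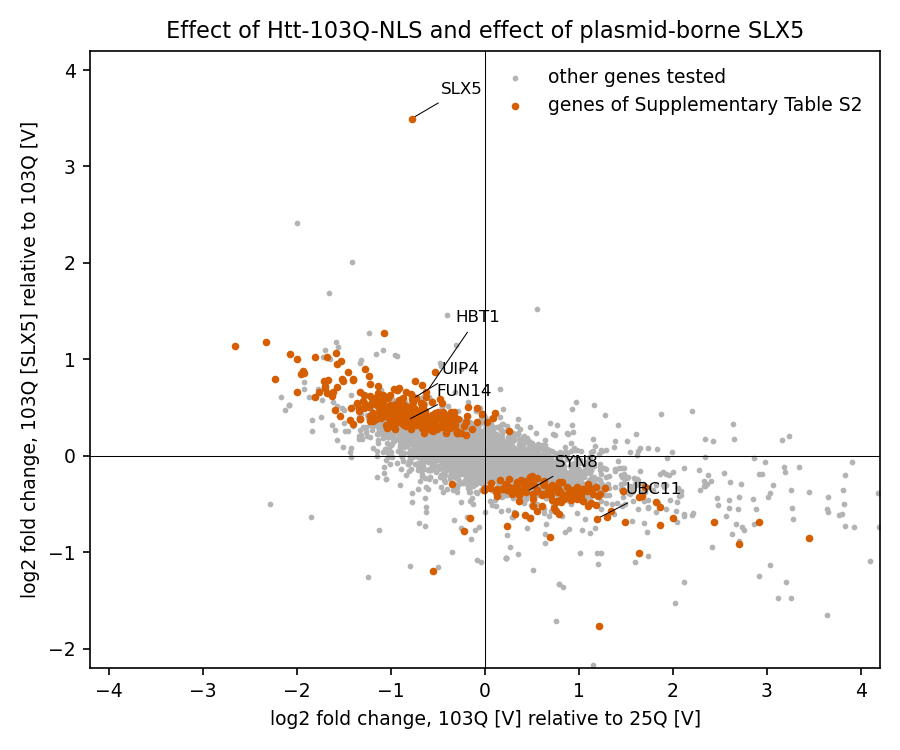
Log2 fold change of 103Q [V] over 25Q [V] (horizontal) against that of 103Q [*SLX5*] over 103Q [V] (vertical) for the tested genes, with the genes of Supplementary Table S2 colored. Of all genes, 40 lie outside the axes, 3 of them from the table; the table's genes fill the upper left and lower right.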

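YAL008W is *FUN14*, which encodes a mitochondrial membrane protein, and it fell with Htt-103Q-NLS. It was counted at 102 ± 9.60 CPM (mean ± SD, n = 2) in 25Q [V], 123 ± 1.40 (n = 3) in 25Q [*SLX5*], 57.4 ± 8.61 (n = 3) in 103Q [V] and 73.9 ± 6.34 (n = 3) in 103Q [*SLX5*]. The log2 fold change was -0.83 (SE 0.11, adjusted p = 0.000135) from 25Q [V] to 103Q [V] by edgeR's quasi-likelihood test. From 103Q [V] to 103Q [*SLX5*] it was 0.36 (SE 0.10, adjusted p = 0.145), which did not pass. Over 22 alternatives its adjusted p ran from 0.00294 to 0.489, under 0.05 in 4; it was 0.00294 without 103Q [V] replicate c.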

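YAL014C is *SYN8*, which encodes an endosomal SNARE protein, and it rose with Htt-103Q-NLS. It was counted at 54.8 ± 3.29 CPM (mean ± SD, n = 2) in 25Q [V], 58.4 ± 1.41 (n = 3) in 25Q [*SLX5*], 74.0 ± 10.4 (n = 3) in 103Q [V] and 56.9 ± 2.73 (n = 3) in 103Q [*SLX5*]. The log2 fold change was 0.43 (SE 0.10, adjusted p = 0.00438) from 25Q [V] to 103Q [V], and -0.38 (SE 0.09, adjusted p = 0.123) from 103Q [V] to 103Q [*SLX5*], where edgeR's quasi-likelihood test did not call it. The rise was not called without the libraries of clone letter a, a setting chosen after the data were seen (adjusted p = 0.135, range over alternatives 0.000273 to 0.135). Over 22 alternatives the adjusted p between 103Q [V] and 103Q [*SLX5*] ran from 0.00284 to 0.478, under 0.05 in 4; it was 0.00284 without 103Q [V] replicate c.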

Only two genes (YDL182W and YGR092W) were an exception to this pattern (**Supplementary Table S2**). 

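YDL182W is *LYS20*, which was lower in 103Q [V] than in 25Q [V] at a log2 fold change of -0.35 (SE 0.09, adjusted p = 0.00815). In Htt-103Q-NLS cells it was counted at 183 ± 17.9 CPM (mean ± SD, n = 3) with empty vector and 149.6 ± 4.72 (n = 3) with plasmid-borne *SLX5*, a log2 fold change of -0.29 (SE 0.08, adjusted p = 0.15) that edgeR's quasi-likelihood test did not call. YGR092W is *DBF2*, which encodes a kinase of mitotic exit; it rose from 43.1 ± 5.05 CPM (n = 2) in 25Q [V] to 51.4 ± 3.20 (n = 3) in 103Q [V], 0.25 (SE 0.09, adjusted p = 0.0262). From 103Q [V] to 103Q [*SLX5*], at 61.5 ± 1.30 CPM (n = 3), it was at 0.26 (SE 0.08, adjusted p = 0.151), which did not pass. Over 22 alternatives the adjusted p between 103Q [V] and 103Q [*SLX5*] ran from 0.00677 to 0.489 for *LYS20*, under 0.05 in 3, and from 0.0234 to 0.491 for *DBF2*, under 0.05 in 2. Between 25Q [V] and 103Q [V] it ran from 0.00239 to 0.102 for *LYS20*, under 0.05 in 20, and from 0.012 to 0.291 for *DBF2*, under 0.05 in 18. The call for *LYS20* was lost without 25Q [V] replicate a or without the libraries of clone letter a, a setting chosen after the data were seen. That for *DBF2* was lost in a fit of the compared groups alone (0.0749) and with a block for the replicate letters. It was also lost without 25Q [V] replicate b and without 103Q [V] replicate b (0.0516 for the latter). Between 103Q [V] and 103Q [*SLX5*] both genes passed without 103Q [V] replicate c (the lowest values).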

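Several runs of genes with consecutive systematic names had fold changes of one sign from 103Q [V] to 103Q [*SLX5*]. *RFS1*, YBR053C and *YRO2* were at log2 fold changes of 0.50 (SE 0.14), 0.45 (SE 0.14) and 0.58 (SE 0.16), and all of them fell in 103Q [V] relative to 25Q [V], to -1.23, -1.01 and -0.77 (*YRO2* without 25Q [V] replicate b, adjusted p = 0.0528, range over alternatives 6.64e-05 to 0.0528). *SSP120*, *SYM1*, which encodes a mitochondrial membrane protein, and YLR252W were at 0.38 (SE 0.08), 0.51 (SE 0.10) and 0.58 (SE 0.10). The stress gene *DDR48*, YMR173W-A and *PAI3* were at 0.85, 0.61 and 0.50, and YNL193W, YNL194C and YNL195C at 0.38, 0.70 and 0.78. YLR252W and YMR173W-A are absent from the reference annotation, so reads shared with the genes beside them are not excluded. YPR158C-C, YPR158C-D and YPR158W-B, reading frames of Ty retrotransposons whose near-identical copies share reads, were at 0.78, 0.49 and 0.90. None of these 15 genes passed edgeR's quasi-likelihood test between 103Q [V] and 103Q [*SLX5*] (adjusted p from 0.085 for YLR252W to 0.154 for YPR158C-C), so no share with a neighbor can be had from it. Of 295 genes called by DESeq2 that have a place in the order of names, 59 (20.0%) had another called gene next to them, against 9.36% of random sets (one-sided permutation test, p = 4e-05, adjusted p = 0.00032 over 16 such tests). With one gene allowed between them the share was 27.1%, against 17.8% (permutation p = 0.00137, adjusted p = 0.00731). For the 301 genes of the likelihood ratio procedure of the paper the shares were 16.6% next to each other (permutation p = 0.0031, adjusted p = 0.0116) and 23.3% with one gene allowed between (random 9.53% and 18.1%; for the latter permutation p = 0.0482, adjusted p = 0.0857).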

A second distinctive characteristic of the transcription profiles show that about 25% of the genes that are affected by plasmid-borne *SLX5* are neighbors or adjacent to each other on the chromosome (e.g., YBR052C, YBR053C, and YBR054W) (**Supplementary Table S3**). The RNA sequencing data generated in this study have been deposited in NCBI’s Gene Expression Omnibus (Barrett et al., 2013) and are accessible through GEO Series accession number GSE115990.

To confirm the transcriptome data from RNA-seq, we performed RT-PCR to assay the transcription of a subset of Htt-103Q-NLS/Slx5 modulated genes such as *YDL223C/HBT1, YPL186C/UIP4*, and *YOR339C/UBC11* (**Figure 5D**). 

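*HBT1* (YDL223C), which encodes a protein of mating projections, fell from 271 ± 34.7 CPM (mean ± SD, n = 2) in 25Q [V] to 175 ± 18.6 (n = 3) in 103Q [V], a log2 fold change of -0.63 (SE 0.12, adjusted p = 0.000999). In 103Q [*SLX5*] it was counted at 276 ± 35.2 CPM (n = 3), 0.66 (SE 0.11, adjusted p = 0.085) relative to 103Q [V]. *UIP4* (YPL186C), which encodes a protein of the nuclear envelope and endoplasmic reticulum, fell from 326 ± 27.6 CPM (n = 2) to 190.3 ± 46.3 (n = 3), -0.78 (SE 0.15, adjusted p = 0.00109), and was at 286 ± 19.9 (n = 3) in 103Q [*SLX5*], 0.59 (SE 0.14, adjusted p = 0.119). In 25Q [*SLX5*], *HBT1* was counted at 333 ± 8.92 CPM (n = 3) and *UIP4* at 359.8 ± 12.1 (n = 3). edgeR's quasi-likelihood test called both falls and neither difference between 103Q [V] and 103Q [*SLX5*]. For that difference, the adjusted p over 22 alternatives ran from 6.19e-06 to 0.343 for *HBT1*, under 0.05 in 4, and from 0.000712 to 0.456 for *UIP4*, under 0.05 in 4, and DESeq2 and the likelihood ratio procedure of the paper called both. Without 103Q [V] replicate c *HBT1* had adjusted p = 0.00371 and *UIP4* 0.000712.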

Consistent with our RNA-seq data, we found that expression of *YDL223C/HBT1* and *YPL186C/UIP4* is down-regulated by Htt-103Q-NLS, and up-regulated by plasmid-borne *SLX5* (Down-Up). In contrast, *YOR339C/UBC11* is up-regulated by Htt-103Q-NLS, and down-regulated by plasmid-borne *SLX5* (Up-Down). 

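*UBC11* (YOR339C), which encodes a ubiquitin-conjugating enzyme, rose with Htt-103Q-NLS. It was counted at 3.67 ± 0.272 CPM (mean ± SD, n = 2) in 25Q [V], 2.66 ± 0.521 (n = 3) in 25Q [*SLX5*], 8.37 ± 2.46 (n = 3) in 103Q [V] and 5.33 ± 0.581 (n = 3) in 103Q [*SLX5*]. The log2 fold change was 1.19 (SE 0.26, adjusted p = 0.00232) from 25Q [V] to 103Q [V] by edgeR's quasi-likelihood test, and -0.66 (SE 0.22, adjusted p = 0.154) from 103Q [V] to 103Q [*SLX5*], which did not pass. Without 103Q [V] replicate c that difference had adjusted p = 0.0301, in a range of 0.0301 to 0.62 over all alternatives. Its log2 fold change was -0.79 without 103Q [V] replicate c and -0.39 without 103Q [V] replicate a.

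**Figure D5:**
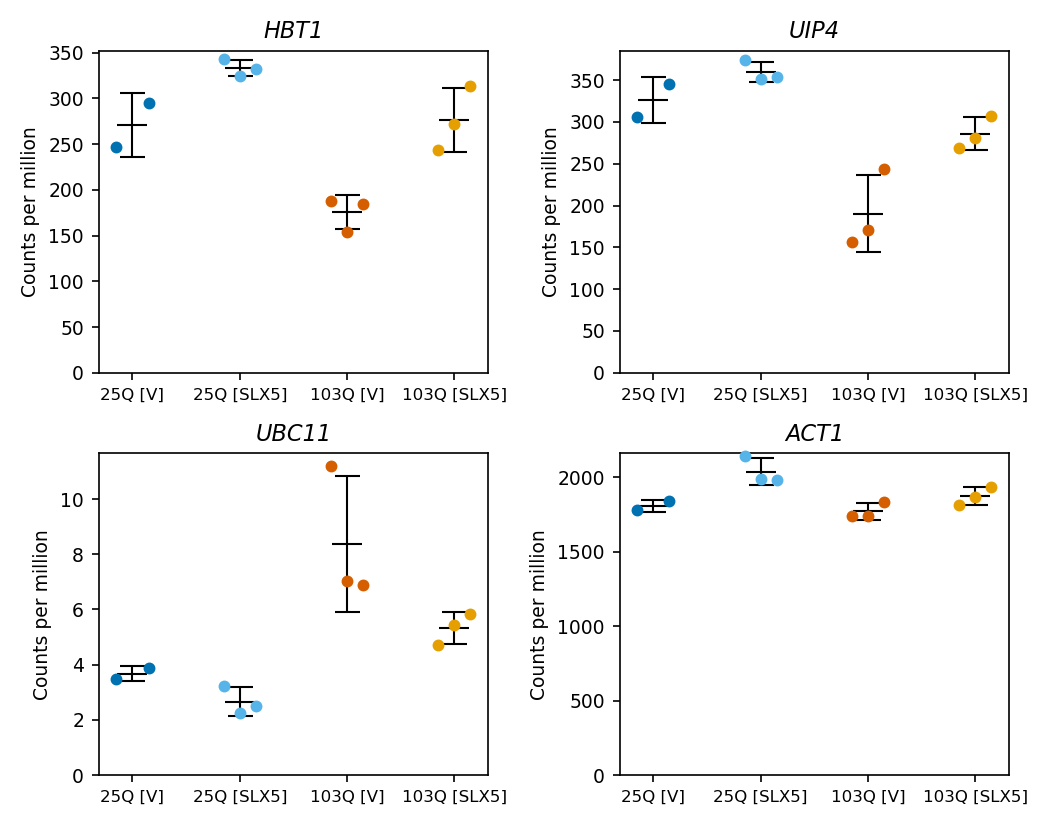
TMM-normalized CPM of *HBT1*, *UIP4*, *UBC11* and *ACT1* in each of the 11 cultures, with the mean (bar) and SD (error bar) of each group; each axis starts at 0. *HBT1* and *UIP4* are lowest, and *UBC11* highest, in 103Q [V].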

In agreement with the RNA-seq data the expression of *ACT1* was not significantly affected when assayed by RT-PCR. 

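*ACT1* (YFL039C), the actin gene, differed little between the groups. It was counted at 1808 ± 42.4 CPM (mean ± SD, n = 2) in 25Q [V], 2038 ± 89.6 (n = 3) in 25Q [*SLX5*], 1771 ± 55.0 (n = 3) in 103Q [V] and 1873 ± 62.1 (n = 3) in 103Q [*SLX5*]. The log2 fold change was -0.03 (SE 0.07, adjusted p = 0.725) from 25Q [V] to 103Q [V] and 0.08 (SE 0.06, adjusted p = 0.425) from 103Q [V] to 103Q [*SLX5*], and edgeR's quasi-likelihood test called neither.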

In summary, our data shows that chromatin-associated Htt-103Q-NLS affects global transcriptional in budding yeast. Most importantly, we define a role for Slx5 in modulating the aberrant transcriptional activity, induced by chromatin-associated Htt-103Q-NLS.

## Discussion

In this study we show, for the first time, that STUbLs are required to prevent the toxicity associated with an aggregation-prone protein namely poly-Q expanded Htt and define a functional role for STUbLs in counteracting the toxic effects of Htt-103Q expression. Using reporter gene assays we determined that Slx5 and RNF4 reduce the transcriptional activity of Htt in yeast and human cells, respectively. For example, Htt fused to the Gal4 activation domain (AD) auto-activates Gal4-regulated reporter genes. However, reporter gene activation by Htt-AD is reduced to background levels in the presence of BD-Slx5 or BD-RNF4. Most importantly, our results show that Slx5 reduces cytosolic and chromatin-associated Htt-103Q aggregates and modulates the transcriptome of cells expressing Htt-103Q. Taken together we provide evidence for a conserved role of STUbLs in preventing the accumulation of aggregating proteins such as Htt on chromatin and propose that STUbLs counteract the transcriptional effect of these aggregates in yeast and mammalian cells.

In the initial stages of our analysis of Htt in STUbL mutants, we focused on the cellular distribution and aggregates formed by aggregation-prone Htt in yeast. We detected aggregates, speckles, and diffuse-staining Htt in both WT and a yeast STUbL mutant, *slx5*Δ (**Supplementary Figure S1**). Due to its toxicity in STUbL mutants, we ultimately studied the effect of an extra plasmid-borne copy of *SLX5* in WT cells expressing Htt-103Q. Presence of the *SLX5* plasmids increased diffusely staining Htt in WT cells while reducing the incidence of Htt aggregates (**Figures 2A,B**). However, we failed to detect a reproducible, STUbL-dependent, reduction of Htt by western blot analysis (for example **Supplementary Figure S3**). Previously it has been reported that the STUbL RNF4 is involved in the degradation of another poly-Q expanded protein, Atxn1 82Q (Guo et al., 2014). While our data are consistent with a re-distribution of Htt aggregate, we did not observe that Slx5 altered the steady-state levels of this aggregation-prone protein. One explanation for this may be that budding yeast cells do not disassemble the nuclear envelope, making it difficult to observe the effect of nuclear localized STUbLs on aggregates of Htt in the cytosol. We overcame this limitation in our yeast model by using nuclear-targeted Htt-103Q to assess both the transcriptional activity and the chromatin association of Htt in the presence or absence of *SLX5* (**Figure 3** and **Figure 4**).

First, using Gal4-based two-hybrid reporter assays, we were able to show that yeast Slx5 and human RNF4, both nuclear localized proteins, curb the transcriptional activity of Htt. Therefore, we predict that the role of RNF4 in mammalian cells is to dispel transcriptionally active Htt complexes rather than to degrade cytosolic Htt aggregates. However, at this point we cannot entirely exclude the possibility that Slx5 and RNF4 form repressive promotor-associated complexes see (Cubeñas-Potts and Matunis, 2013). Regarding the Gal4-AD-fusion of Htt, similar constructs have proven invaluable in defining the aberrant transcriptional activity of poly-Q expanded proteins. The most important observation in this regard is that the poly-Q domain is necessary and sufficient for both the targeting to the Gal4 UAS and reporter gene activation (Atanesyan et al., 2012). Furthermore, introduction of a poly-Q stretch into transcription factors increases their transcriptional activity. Even though we have not yet observed a direct, physical interaction between Htt and Slx5 (we predict a transient interaction involving Htt-associated proteins), our assays are consistent with an important role of Slx5 in counteracting nuclear activities of aggregation prone, chromatin associated proteins. The finding that a STUbL plays an important role in transcriptional regulation is not entirely surprising. Before it became known as a STUbL, RNF4 had already been identified as a co-regulator of androgen receptor-dependent transcription (Yan et al., 2002). Furthermore, RNF4 can act both as a transcriptional activator or a repressor depending on the proteins it interacts with (Fedele et al., 2000).

Second, using Gal-driven, nuclear-targeted 103Q constructs, we assessed the chromatin association of an aggregation-prone Htt construct. This time we were able to clearly document that an extra plasmid-borne copy of *SLX5* reduced the levels of chromatin-associated Htt (**Figure 4**). The association of Htt with DNA, transcription factor recognition elements, and transcription factors has previously been reported (Benn et al., 2008). STUbLs may provide a mechanism to counteract these inappropriate associations of Htt. For example, it is tempting to speculate that Slx5 recruits Cdc48/Ufd1/Npl4 (Cdc48-UN), a SUMO-targeted STUbL effector, to dislodge Htt from chromatin (Nie et al., 2012; Bergink et al., 2013). Cdc48 has also been identified in association with Htt aggregates and we are now studying the effect that Cdc48-UN plays in Htt-mediated transcriptional activation (Wang et al., 2008).

Finally, we have completed a global RNA sequencing study to identify those transcripts that are affected by nuclear-targeted Htt-103Q and modulated by an extra plasmid-borne copy of *SLX5*. Our transcriptome analysis revealed that *SLX5* counteracts transcriptional abnormalities of 398 genes induced by expression of 103Q-NLS. 

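Among the genes of Supplementary Table S2, those with the smallest adjusted p between 103Q [V] and 103Q [*SLX5*] here, after *SLX5*, were *TKL2*, *FMP45*, *HBT1*, *TFA2*, which encodes a subunit of the transcription factor TFIIE, and YLR252W. *TFA2* was at a log2 fold change of 0.56 (SE 0.09, adjusted p = 0.085), higher in 103Q [*SLX5*]. All 398 genes of the table were tested here and had the table's sign, each with an unadjusted p under 0.05. Since the table was chosen on these libraries, these signs, these p and the calls below are not independent evidence. Their adjusted p from edgeR's quasi-likelihood test had a median of 0.149 and a maximum of 0.184, so that *SLX5* alone passed at 0.05. DESeq2 called 278 of them, the likelihood ratio procedure of the paper 290 and the quasi-likelihood test without 103Q [V] replicate c 380.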

Dysregulated transcripts encode proteins localized throughout the cells, with the majority enriched in the cytoplasm (263) nucleus (33) and mitochondria (19). Functional categorization of the differentially transcribed genes showed that at least 22 are involved in transcription, transcriptional regulation, and RNA/DNA binding (*RTC3, RPA43, RPB7, BUD27, TFA2, SRB7, YAP7, MCM1, PHO4, MAP1, HSP31, SNF5, RPP1, TMA22, RPS27A, MRPL49, NHP2, RPL7A, RPL7B, MAP1, HST2*, and *CBC2*) (**Supplementary Table S4**). 

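Of the 21 genes named here for transcription and nucleic acid binding, 12 rose in 103Q [V] relative to 25Q [V], 8 fell and 1, *RPS27A*, did not pass the test. Of all tested genes 56.8% were called in this comparison. The paper took the list from its *SLX5*-modulated genes, most of which it also gives as changed with Htt-103Q-NLS. *HSP31*, named among them by the paper, fell to a log2 fold change of -1.60 (SE 0.13, adjusted p = 1.22e-05), *RPB7*, a subunit of RNA polymerase II, to -0.74 (SE 0.09, adjusted p = 8.19e-05) and *SRB7*, a subunit of Mediator, to -0.84 (SE 0.11, adjusted p = 0.000101). *BUD27*, which encodes a prefoldin-like protein, rose by 1.09 (SE 0.20, adjusted p = 0.000908), *NHP2*, of the H/ACA snoRNP, by 0.82 (SE 0.15) and *YAP7*, a transcription factor, by 0.78 (SE 0.11). Between 103Q [V] and 103Q [*SLX5*] edgeR's quasi-likelihood test called none of them; adjusted over the list alone, 8 were higher and 13 lower, but the study chose the list on these libraries, so that count is not independent evidence. *RTC3* was at 1.07 (SE 0.26, adjusted p = 0.123), *MCM1*, a transcription factor of the cell cycle, at -0.27 (SE 0.06, adjusted p = 0.117) and *MAP1*, a methionine aminopeptidase, at -0.31 (SE 0.07, adjusted p = 0.119). DESeq2 called 8 as higher and 8 as lower, and the likelihood ratio procedure of the paper called 8 and 8. With Htt-103Q-NLS the group was not shifted in one direction relative to other genes (camera, adjusted p = 0.971). Members on both sides cancel in that test, so it does not show whether they changed more than other genes.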

We posit that some of the transcriptionally active and chromatin-associated proteins identified in our study represent genuine STUbL targets. Additionally, several *SLX5*-modulated genes identified here have previously been described in other Htt studies [e.g., Glo2 (human HAGH1), ZTA1 (human zeta crystalline), Msb1, COA2, BUD22, ERG5, and TIR1], supporting a genuine role of STUbLs in counteracting huntingtin-mediated dysregulation (Willingham et al., 2003; Wolfe et al., 2014). 

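All 7 of these genes changed in 103Q [V] relative to 25Q [V]: 4 rose and 3 fell. Of all tested genes 56.8% were called in this comparison. The paper drew the 7 from its *SLX5*-modulated genes, most of which it also gives as changed with Htt-103Q-NLS. Their calls here are therefore not independent evidence. *ZTA1*, a quinone oxidoreductase, fell to a log2 fold change of -1.55 (SE 0.14, adjusted p = 2.04e-05), *COA2*, of cytochrome c oxidase assembly, to -1.14 (SE 0.13, adjusted p = 5.83e-05) and *GLO2*, a glyoxalase, to -0.94 (SE 0.11, adjusted p = 7.94e-05). *TIR1*, a cell wall mannoprotein, rose by 1.87 (SE 0.33, adjusted p = 0.000634), *ERG5*, of ergosterol synthesis, by 0.99 (SE 0.16, adjusted p = 0.00041), *BUD22*, of ribosome biogenesis, by 0.98 (SE 0.16, adjusted p = 0.000487) and *MSB1* by 0.38 (SE 0.08, adjusted p = 0.00226). Between 103Q [V] and 103Q [*SLX5*] the log2 fold changes ran from -0.72 for *TIR1* to 0.52 for *COA2*, and edgeR's quasi-likelihood test called none of them. Adjusted over the list alone 3 were higher and 4 lower, which is not independent evidence since the study chose the list on these libraries. DESeq2 called 3 as higher and 2 as lower. In 103Q [V] relative to 25Q [V] the median of the list was 0.38 while camera placed it on the lower side (adjusted p = 0.756).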

We prefer a model in which Htt aggregates may contain both sumoylated and non-sumoylated proteins, including those listed above. STUbL-mediated ubiquitination could then result in the recruitment of the Cdc48-UN desegregase and the subsequent proteasomal degradation of ubiquitylated proteins in the aggregates (reviewed in Kerscher, 2016).

In summary, the STUbL/Htt assay is one of the first of its kind to assess the ability of RNF4 and other STUbLs to modulate the activity of transcriptionally active, aggregation-prone proteins. This reporter assay should complement other sophisticated genetic tools used to study protein aggregation processes (Newby et al., 2017). Results from our reporter assays are consistent with biochemical and genome-wide transcriptome data and provide evidence for a role of STUbLs in preventing toxicity due to aggregation-prone Htt in the nucleus. Overall, our findings indicate that STUbLs can reduce the chromatin association and abnormal transcriptionally activity of Htt (or other aggregating proteins) and suggest that mammalian STUbLs may play neuroprotective functions in Huntington’s Disease.

## Author Contributions

OK designed the study, drafted, wrote, and revised the manuscript, designed and completed the experiments, collected and interpreted the data, supervised the students and postdoc co-authors, approved the content for publication, and is accountable for all aspects of the work. KO, NP, and JP acquired, analyzed, and interpreted the data for the work, and revised the manuscript. GH analyzed and interpreted the data for the work. GS acquired, analyzed, and interpreted the data for the work. RL-M made substantial contributions to the conception and design of the work, and revised the manuscript. RB made substantial contributions to the analysis and interpretation of data for the work, and revised the manuscript. MB was involved in the study design, helped in writing the manuscript, revised the manuscript, supervised the data collection and interpretation, supervised the postdoc co-authors, approved the content for publication, and is accountable for all aspects of the work.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 www.pantherdb.org

2 www.yeastgenome.org

## Supplementary Material

FIGURE S1 WT strain expressing Htt-103Q-GFP alone (YOK 2842) or Htt-103Q-GFP together with *SLX5* (YOK 2843) were grown to mid-logarithmic phase in selective medium. Images of yeast cells with diffuse staining 103Q-GFP, aggregates, and speckles were recorded, counted, and graphed. Additionally, we stained cells with the LIVE/DEAD Yeast Viability Kit (Thermo Fisher) to quantitate dead or dying cells in the culture (dead). Average counts for three independent experiments were graphed +/− standard deviation. Y-axis: percent of cells.

FIGURE S2 The *slx5^SIM^* mutant suppresses lethality of Htt-103Q in *slx5*Δ. *slx5*Δ strain YOK821 expressing 103Q-Htt/URA3 was transformed with *SLX5* plasmid (BOK376), *slx5^SIM^* mutant (BOK463), and an empty vector (pRS425). Resulting transformants were struck to appropriate selective media and incubated for 3 days at 30°C.

FIGURE S3 Steady-state protein levels of AD-25Q and AD-55Q are not grossly affected by expression of BD-Slx5. AD-25Q and AD-55Q were expressed in the presence or absence of BD-Slx5 in the yeast two-hybrid reporter strain. Proteins were extracted, separated by SDS–PAGE and western blotted with an antibody to the Gal4-AD or PGK, a loading control (Szymanski and Kerscher, 2013). EV – empty Gal4-AD vector expressing only Gal4-AD.

TABLE S1 Strains used in this study.

TABLE S2 Expression profiles of 398 genes regulated by an extra copy of *SLX5*. An extra copy of *SLX5* alters the expression profiles of 398 genes in the Htt103Q background (Htt103Q-NLS [Vector] vs. Htt103Q-NLS [*SLX5*]). 

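Supplementary Table S2 gives for each gene a log2 fold change, log2 of a second-named group over a first, and the p of a likelihood ratio test. Recomputed here from the expected counts, the fold changes between 103Q [V] and 103Q [*SLX5*] of its 398 genes differed from the table's by a median of 0.000448 and at most 0.24 on the log2 scale. The fold change farthest from 0 was that of *ERR2*, an enolase-like gene with near-identical copies that share reads, at 7.86, named after its value was seen. Like every gene of the table but *SLX5*, it did not pass edgeR's quasi-likelihood test (adjusted p of 0.085 or more).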

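Of the genes of Supplementary Table S2 for which the paper's table gives a fold change between 25Q [V] and 103Q [V], 353 were also called in that comparison here by edgeR's quasi-likelihood test. In all 398 genes of the table, 387 had opposite signs in the 2 comparisons here: 257 lower with Htt-103Q-NLS and higher with *SLX5*, and 130 higher and then lower. A further 7 were lower in both and 4 higher in both. The table was chosen on these libraries, and both comparisons contain the 103Q [V] cultures, whose errors alone favor opposite signs. These counts are therefore not independent evidence of a reversal.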

363 out of these 398 genes are also found to be differently expressed between Htt25Q-NLS and Htt103Q-NLS (Htt25Q[Vector] vs. Htt103Q[Vector]). Expression of most of the 363 genes (99.4%) is inversely correlation between Htt25Q [Vector] vs. Htt103Q [Vector] and Htt103Q [Vector] vs. Htt103Q [*SLX5*]. Only two genes do not exhibit this inverse relationship (Exceptions: YDL182W and YGR092W). Up- and down-regulated transcripts are shown in red and blue, respectively. 

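*RPS27A*, which encodes a ribosomal protein of the small subunit, is 1 of the 35 genes for which Supplementary Table S2 gives no value between 25Q [V] and 103Q [V]. It was counted at 287 ± 1.35 CPM (mean ± SD, n = 2) in 25Q [V] and 285 ± 51.9 (n = 3) in 103Q [V], a log2 fold change of -0.01 (SE 0.12, adjusted p = 0.954). All 35 had counts and were tested in that comparison, and edgeR's quasi-likelihood test called 0 of them.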

Green shows 35 genes that are not detected the comparison between Htt-25Q and Htt-103Q (Htt25Q [Vector] vs. Htt103Q [Vector]).

TABLE S3 List of clustering genes. The 398 genes, differently expressed between Htt103Q [Vector] and Htt103Q [*SLX5*], are analyzed. We used systematic name to search the neighboring genes. Up- and down-regulated profiles are shown in red and blue, respectively.

TABLE S4 Cellular Components Categories of genes modulated by Slx5. The number of individual genes placed into cellular component categories is listed in the table. Individual genes are colored red (increased expression in cells with Htt103Q-NLS and Slx5) or blue (decreased expression in cells with Htt103Q-NLS and Slx5), black (only one data-point – compare **Supplementary Table S2**). Note that some genes analyzed are part of multiple cellular component categories.

# Supplementary material for: SUMO-Targeted Ubiquitin Ligases (STUbLs) Reduce the Toxicity and Abnormal Transcriptional Activity Associated With a Mutant, Aggregation-Prone Fragment of Huntingtin
**Source:** Front Genet. 2018 Sep 18;9:379. doi: 10.3389/fgene.2018.00379
**Supplement:** TABLE S1 — Strains used in this study.

| **Name** | **Genotype or strain background** | **Plasmids** | **Reference** |
| --- | --- | --- | --- |
| YOK 820 (MHY501) | *Mat α his3-∆200 leu2-3, 112 ura3-52 lys2-801 trp1-1 gal2* |  | Li and Hochstrasser, 2003 |
| YOK 821  (MHY 3712) | *slx5::KanMX4* in MHY501 |  | Xie et al. 2007 |
| YOK 823  (MHY 3716) | *slx8::KanMX4* in MHY501 |  | Xie et al. 2007 |
| YOK 2206 | YOK 821 | GPD-25QHtt in pRS416 URA3/CEN (BOK 786) | This study |
| YOK 2207 | YOK 821 | GPD-103QHtt in pRS416 URA3/CEN (BOK 785) | This study |
| YOK 2827 | YOK 821 | pRS316 URA3/CEN (BOK 336) | This study |
| YOK 2209 | YOK 820 | GPD-25QHtt in pRS416 URA3/CEN (BOK 786) | This study |
| YOK 2210 | YOK 820 | GPD-103QHtt in pRS416 URA3/CEN (BOK 785) | This study |
| YOK 2828 | YOK 820 | pRS316 URA3/CEN (BOK 336) | This study |
| YOK 2824 | YOK 823 | GPD-103QHtt in pRS416 URA3/CEN (BOK 785) |  |
| YOK 2825 | YOK 823 | GPD-25QHtt in pRS416 URA3/CEN (BOK 786) | This study |
| YOK 2826 | YOK 823 | pRS316 URA3/CEN (BOK 336) | This study |
| YOK 2646 | *slx5::KanMX4* in JD52 | GAL-103Q Htt in pRS416 URA3/CEN (BOK 943) | This study |
| YOK 2647 | *slx5::KanMX4* in JD52 | GAL-25Q Htt in pRS416 URA3/CEN (BOK 942) | This study |
| YOK 2648 | JD52 WT | GAL-103Q Htt in pRS416 URA3/CEN (BOK 943) | This study |
| YOK 2649 | JD52 WT | GAL-25Q Htt in pRS416 URA3/CEN (BOK 942) | This study |
| YOK 2650 | JD52 WT | GAL-103Q Htt in pRS416 URA3/CEN (BOK 943) and SLX5 in pRS313 HIS3/CEN (BOK 372) | This study |
| YOK 3112 | JD52 WT | GAL-97Q Htt-DsRED TRP1/CEN (BOK 1213) | This study |
| YOK 3023 | pJ694 alpha | Empty vector-BD/TRP (BOK 313) and 25Q Htt-AD/LEU2 (BOK 1207) | This study |
| YOK 3025 | pJ694 alpha | Empty vector-BD (BOK 313) and 55Q Htt-AD/LEU2 (BOK 1209) | This study |
| YOK 3020 | pJ694 alpha | SLX5-BD/TRP1 (BOK 293) and Empty vector-AD/LEU2 (BOK 1137) | This study |
| YOK 3017 | pJ694 alpha | SLX5-BD/TRP1 (BOK 293) and 25Q Htt-AD/LEU2 (BOK 1207) | This study |
| YOK 3014 | pJ694 alpha | SLX5-BD/TRP1 (BOK 293) and 55Q Htt-AD/LEU2 (BOK 1209) | This study |
| YOK 736 | pJ694 alpha | SMT3-BD/TRP (BOK 295) and Slx5-AD/LEU2 (BOK 290) | This study |
| YOK 3064 | pJ694 alpha | SLX5-sim**-BD/TRP1 (BOK 627) and 55Q Htt-AD/LEU2 (BOK 1209) | This study |
| YOK 3072 | pJ694 alpha | RNF4-BD/TRP1 (BOK 556) and 25Q Htt-AD/LEU2 (BOK 1207) | This study |
| YOK 3073 | pJ694 alpha | RNF4-BD/TRP1 (BOK 556) + 55Q-AD/LEU2 (BOK 1209) | This study |
| YOK 3080 | pJ694 alpha | Empty vector-BD/TRP1 (BOK 313) and 55Q Htt-snm*-AD/LEU2 (BOK 1209) | This study |
| YOK 3082 | pJ694 alpha | SLX5-BD/TRP1 (BOK 293) and 55Q Htt-snm*-AD/LEU2 (BOK 1209) | This study |
| YOK 3084 | pJ694 alpha | SLX5-sim**-BD/TRP1 (BOK 627) and 55Q Htt-snm*-AD/LEU2 (BOK 1209) | This study |
| YOK3455 | W303 integrant | *GAL-NLS-Htt25Q-GFP::LEU2* | This study |
| YOK3457 | W303 integrant | *GAL-NLS-Htt103Q-GFP::LEU2* | This study |
| YMB10289 | YOK3457 with BOK333 | *GAL-NLS-Htt103Q-GFP::LEU2 with empty vector* | This study |
| YMB10290 | YOK3457 with BOK372 | *GAL-NLS-Htt103Q-GFP::LEU2 with SLX5/CEN/HIS* | This study |
| YMB10544 | YOK3455 with BOK333 | *GAL-NLS-Htt25Q-GFP::LEU2 with empty vector* | This study |
| YMB10545 | YOK3455 with BOK372 | *GAL-NLS-Htt25Q-GFP::LEU2 with SLX5/CEN/HIS* | This study |

# Supplementary material for: SUMO-Targeted Ubiquitin Ligases (STUbLs) Reduce the Toxicity and Abnormal Transcriptional Activity Associated With a Mutant, Aggregation-Prone Fragment of Huntingtin
**Source:** Front Genet. 2018 Sep 18;9:379. doi: 10.3389/fgene.2018.00379
**Supplement:** TABLE S4 — Cellular Components Categories of genes modulated by Slx5. The number of individual genes placed into cellular component categories is listed in the table. Individual genes are colored red (increased expression in cells with Htt103Q-NLS and Slx5) or blue (decreased expression in cells with Htt103Q-NLS and Slx5), black (only one data-point – compare Supplementary Table S2). Note that some genes analyzed are part of multiple cellular component categories.

Selected Components					
Cellular Component	Genes	Counts	Count of Overexpressed	Count of Underexpressed	No Data on expression
Cytoplasm or Cytosol	OTR2/YGR163W, GSP2/YGR186C, YNL194C, RSM27/YGR215W, ICT1/YLR096C, ZDS2/YML109W, TSL1/YML100W, LYS20/YDL182W, FMP45/YDL222C, ALG6/YOR002W, NHP2/YDL208W, YDL124W, SHH4/YLR164W, TPS2/YDR074W, COA2/YDL188C-A, GAL1/YBR020W, CATS/YOR125C, FIS1/YL065C, PRR2/YDL214C, COS2/YML130W, BEN2/YER155C, VMR1/YHL035C, ARG1/YOL058W, GRH1/YDR517W, SSA2/YL024C, NCA2/YPR155C, YPR159W, RPS27A/YKL156W, XKS1/YGR194C, MRPL49/YL069W, GYS1/YPR015C, MCH4/YOL115C, MET16/YPR167C, PDH1/YPR002W, ISA2/YPR087W, TAH1/YPR048W, GPI1/YHL020C, GAD1/YMR250W, YGL185C, PET19/YJR034W, TMA22/YJR014W, YOS1/YER074W-A, **MXI17/YMR020W** , RPO2/YMR105C, MMM1/YL006W, GPH1/YPR160W, LEU8/YOR108W, ATP17/YDR377W, ATG7/YHR171W, KDE1/YJR024C, EMC8/YL014W, ERG2/YMR020W, ERP5/YHR110W, RPL7A/YGL076C, EGS1/YNL080C, YPR1/YDR388W, YJR069W, DCS2/YOR173W, BCH1/YMR237W, CTT1/YGR088W, YDJ1/YNL064C, FMP46/YKR049C, HEM13/YDR044W, CNL1/YDR357C, SYH8/YAL014C, PRM8/YGL053W, COS8/YJR016C, GTC3/YMR251W, ECM4/YGR078W, CDC10/YCR002C, GSY2/YLR288W, COS3/YML132W, SYM1/YLR251W, UBP15/YMR304W, RPB7/YDR04C, SKN1/YGR143W, SAH1/YER043C, JAC1/YGL018C, GLC3/YEL017W, AGX1/YFL030W, CLB1/YGR169W, ARL3/YPL051W, RPA43/YOR340C, GOR1/YNL274C, LSP1/YPL004C, SOL4/YGR248W, **GRE3/YHR104W** , PET100/YDR079W, SEC11/YR022W, ADE3/YGR204W, TAZ1/YER042C, **ERP3/YDL018C** , LIG1/YDR468C, ADO1/YJR105W, SNO2/YNL334C, YPT53/YNL093W, RPL7B/YPL198W, GLK1/YCL040W, GCY1/YOR120W, RTC3/YHR087W, FUN4/YAL008W, TNL2/YBR117C, MSW1/YGR08W, UFS2/YLR165C, COS8/YL049W, STS2/YGL184C, YNL200C, YMR196W, YPR172W, YKL023W, YOR289W, YER134C, YML131W, YNR034W-A, YKR045C, YDR391C, YOR111W, YSR041W, RAP1/YNL216W, PPA2/YMR267W, YDQ3/YGL227W, SEN1/YLR430W, GDB1/YPR184W, TFS1/YLR178C, MET30/YL046W, SAN1/YDR143C, FCL3/YPR121W, YNK1/YML067W, MSD1/YPL104W, RNY1/YPL122C, GRX7/YBR014C, ALG13/YGL047W, RFS1/YBR052C, ARO9/YHR137W, NTO1/YPR031W, RBG2/YGR173W, MOB2/YL034C-B, **NQM1/YGR043C** , MET3/YR010W, NTH1/YDR001C, ETP1/YHL010C, CRG1/YHR209W, ALD3/YMR166C, HSB1/YGR189W-A, MMS2/YGL087C, TPK1/YUL164C, PHR1/YOR388W, **IQG1/YPL242C** , **FKH1/YL131C** , HST2/YPL015C, MAP1/YLR244C, YCP4/YCR004C, HSP31/YDR33C, NCE102/YPR149W, SCG22/YBL091C-A, GND2/YGR288W, GRX1/YCL059C, NTH2/YBR001C, TAD2/YJL035C, AMD1/YML035C, SDS2/YGL056C, MET6/YER091C, RCK2/YDR248W, GLO2/YDR272W, RKM3/YBR030W, BAT2/YJR148W, ATF2/YGR171C, UGP1/YKL035W, BAT2/YPL113W, GPP2/YER062C, DOG2/YHR043C, PIG2/YL045W, PHO4/YGR340C, GPX1/YKL026W, **LYS1/YGR034C** , UBC1/YYOR339C, SLMS/YCR024C, SSP120/YLR250W, ALD6/YPL081W, YAK1/YJL141C, TSN4/YOL022C, GRX2/YDR513W, YCH1/YGR203W, TSA2/YDR453C, AIM10/YER087W, DBF2/YGR092W, REF2/YDR195W, RTS3/YGR161C, ECM25/YJL201W, SFG1/YOR315W, ZRG8/YER033C, ATG34/YL088W, SLM4/YBR07C, MNE1/YOR350C, RTN2/YDL204W, PAH1/YMR174C, STF2/YGR008C, DOR46/YMR173W, **EAF5/YEL018W** , **MEH1/YKR007W** , **PEX21/YGR239C** , MDR1/YOR100W, GYP5/YPL240C, YMR090W, CAP2/YL034C, YCD4/YHR105C, **UFO1/YML088W** , GIP2/YER054C, ADP1/YCR011C, TGL3/YMR313C, **AIM2/YML158W** , THM4/YR144W	208	142	52	14
	GSP2/YGR186C, MCH4/YOL115C, TSA2/YKR062W, NHP2/YDL208W, **KOX1/YML161C** , PRR2/YDL214C, COS2/YML130W, SSA2/YL024C, SRB7/YDR308C, OPI1/YHL020C, YGL185C, MCM1/YMR043W, **MXI17/YMR020W** , RPP1/YHR062C, DBF4/YDR052C, DCS2/YOR173W, SNF5/YPR289W, RAD2/YGR086C, ABD1/YDR248C, BLU2/YLGL223W, RPB7/YDR404C, CLB1/YOR108W, RPA43/YOR340C, GOR1/YNL274C, YAP7/YOL028C, ADO1/YJR105W, RTC3/YHR087W, TNL2/YBR171C, **BLU22/YMR014W** , YMG131C, YCR087C-A, YPR172W, **YDR018C** , YER259W, YER134C, YKR075C, YDR391C, YKL091C, RAP1/YNL216W, SRS2/YJL062W, HMX1/YGR205C, VID30/YGL227W, SEN1/YLR430W, MET30/YL046W, SAN1/YDR143C, FCL3/YPL121W, NMA2/YGR061W, ALG13/YDR047W, ARO9/YHR137W, NTO1/YPR031W, MOB2/YL034C-B, **NQM1/YGR043C** , **NAF1/YNL124W** , MMS2/YGL087C, TPK1/YJL164C, PHR1/YOR388W, **PHH1/YL131C** , HST2/YPL015C, GRX1/YOL035C, TAD2/YL035C, SDS2/YGL056C, RKM3/YBR030W, BAT2/YJR148W, HAP3/YBL021C, PSY2/YNL201C, SDF1/YNL113W, GPP2/YER062C, DOG2/YHR043C, PHO4/YGR034C, CPT2/YLR115W, UBC1/YYOR339C, YAK1/YJL141C, **HMI1/YOL095C** , GRX2/YDR513W, YCH1/YGR203W, DBF2/YGR092W, SLK5/YDL013W, KRE33/YNL132W, REF2/YDR195W, PSH1/YOL254W, RTS3/YGR161C, ESC3/YGL017W, ABF1/YNL121W, IMJ3/YBR117C, SFG1/YOR315W, snR8, ASI1/YMR119W, LIP1/YMR298W, YPR158C-D, SPO12/YHR152W, YOR192C-B, UPA4/YPL186C, YER138C, ESC2/YDR033W, YAR010C, YPR185W-B, SYO1/YDR176C, YPR185C-C, RTN2/YDL204W, PAH1/YMR174C, **EAF5/YEL018W** , **CBC2/YPL178W** , **UFO1/YML088W** , SPT20/YDL148C, GAL11/YOL051W, RRP9/YPR137W, **AIM2/YML158W**	108	58	41	9
Nucleus (including all nuclear parts i.e. nucleolus)	RSM27/YGR215W, ICT1/YLR096C, LYS20/YDL182W, SHH4/YLR164W, COA2/YPL188C-A, CATS/YOR125C, FIS1/YL065C, NCA2/YPR155C, MPR148/YL006W, **PDH1/YPR020W** , ISA2/YPR087W, PET19/YJR034W, **MXI17/YMR020W** , MMM1/YL006W, LEU8/YOR108W, ATP17/YDR377W, FMP46/YKR049C, JAC1/YGL018C, PET100/YDR079W, YPT53/YNL093W, FUN4/YAL008W, MSW1/YGR288W, UFS2/YLR165C, PRM8/YGL053W, YOR018C, SCQ2/YBR024W, ANA1/YOR215C, MPT1/YGL143C, YPL109C, LYS4/YDR234W, YNL122C, YKL133C, YNL195C, YKR041W, CHA1/YCL064C, MKX10/YDR282C, PPA2/YMR267W, GDB1/YPR184W, NEE2/YOL059W, MRK2/YPL064W, YNK1/YML067W, BOD2/YGR285C, MSD1/YPL104W, FMP25/YLR077W, MRH1/YDR033W, FMP45/YNL168C, MET3/YJR010W, **RCF1/YML030W** , ADL4/YGR374W, AM17/YHL021C, RFS1/YDR271C, **MSB1/YDR388C-A** , PHR1/YOR388W, YCP4/YCR004C, YR02/YBR054W, NCE102/YPR149W, NTH2/YBR001C, CEM1/YER061C, BAT2/YJR148W, FMP27/YLR454W, GPX1/YKL026C, SLMS/YCR024C, OSM1/YJR051W, ALD6/YPL081W, **HMI1/YOL095C** , GRX2/YDR513W, AIM10/YER087W, MGR1/YCL044C, MRPL50/YNR022C, ZRG8/YER033C, UPA4/YPL186C, INA7/YPL099C, CBT1/YKL208W, MSC1/YML128C, OMA5/YL136W, SPO1/YGR236C, MNE1/YOR035C, STF1/YDL130W-A, FMP33/YJL161W, FMP16/YDR070C, TAZ1/YPR149W	81	67	10	4
	ALG6/YOR002W, OPI1/YHL020C, YOS1/YER074W-A, MMM1/YL006W, EMC8/YL014W, ERG2/YMR020W, ERP5/YHR110W, EGS1/YNL080C, PRM8/YGL053W, SKN1/YGR143W, SEC11/YR022W, ERP3/YDL018C, YPT53/YNL093W, YDR018C, YNL088C, HMX1/YLR205C, ALG13/YGL047W, NCR1/YPL066W, YR02/YBR054W, NCE102/YPR149W, SCG22/YBL091C-A, ESC2/YMR015C, HNM1/YGL077C, TDA4/YR119W, ATF2/YGR177C, ERG11/YHR070C, OSM1/YJR051W, ALG3/YBL082C, SMF3/YLR034C, LIP1/YMR288W, UPA4/YPL186C, MSC1/YML128C, SFG1/YGR236C, RTN2/YDL204W, YDR088C-A, ADP1/YCR011C, PHM7/YOL084W	37	27	10	0
Mitochondria	FIS1/YML065C, AGX1/YFL030W, GPX1/YKL026C, **PEX21/YGR239C**	4	3	0	1
	GRH1/YDR517W, YOS1/YER074W-A, ERP5/YHR110W, BCH1/YMR237W, PRM8/YGL053W, ARL3/YPL051W, ERP3/YDL018C, YPT53/YNL093W, GRX7/YBR014C, VTH2/YJL222W, AKR1/YDR04C, GNT1/YCR320C	12	11	1	0
Golgi Apparatus	ALG6/YOR002W, **RPS27A/YKL156W** , MRPL49/YJL096W, TMA22/YJR014W, RPL7A/YGL076C, RPL7B/YPL198W, YNL122C, RPL43A/YPR043W	8	4	3	1
	**MKC7/YDR144C** , SPI1/YER150W, YPS6/YIR039C, CWP1/YKL096W, PIR3/YKL163W, TIR4/YOR009W, PAU24/YGR301W, UTR2/YEL040W, **IRE1/YER011W** , DIA3/YDL024C	10	5	4	1
Endoplasmic Reticulum	MNR1/YML055C, YBR139W, MCH4/YOL115C, YPT53/YNL093W, YR075C, YNL155C, YNL088C, YBR241C, RNY1/YPL123C, APE3/YBR286W, NCR1/YPL006W, GNT1/YCR320C, SMF3/YLR034C, PHM6/YDR281C, PAU10/YDR542W, YMR244W	16	11	4	1
	FLO11/YPR019C, SLG2/YNL047C, **PNS1/YOR161C** , **PMC1/YGL006W** , YNL194C, HXT10/YFL011W, HOL1/YNR055C, FMP45/YDL222C, **MKC7/YDR144C** , MNR1/YML055C, SSA2/YL024C, YPS6/YR039C, DOR3/YBR043C, STE3/YKL178C, PRM8/YGL053W, KAT5/YHR060C, STL1/YDR536W, LSP1/YPL004C, ADP1/YCR011C, KIN82/YCR091W, YPT53/YNL093W, YBL029C-A, HBT1/YDL223C, **CGH1/YGR217W**	24	15	7	2
Plasma Membrane	YJL132W, YBR053C, PPA2/YMR267W, RNY1/YPL123C, MRH1/YDR033W, TIR4/YOR009W, PAU24/YGR301W, UTR2/YEL040W, **MET6/YER091C** , **TIR1/YER011W** , FLO11/YR018C, YGP1/YNL160W	12	5	5	2
	YER066C-A, YJL009W, YKL053W, YPL185W, YPL114W, YNL114C, YNL170W, YGR239C, YPR128C, YDL011C, YGR198C, YOR121C, YGL199C, YKL177W, YNL057W, YLR449W, YDL013W-A, YER058C-A, YLR101C, YNR025C, YOL045C, YDR426C, YDL050C, YDL023C, YKL030W, YOR248W, YLR252W, YPR142C, YER133W-A, YPL182C, YCL007C, YMR123W-A	32	10	13	9
Unlikely to Encode Functional Protein (Dubious ORF)	YKL068W-A, YJR042C, YMR181C, YOL029C, YDR461C-A, YNL193W, YDL177C, YCR022C, EMH1/YDR512C, AY11/YLL063C, GLG1/YKR058W, MTC7/YEL033W, UGA2/YDL169C, YPS63/YLR261C, RMH3/YMR154C, GPO1/YGL121C, YGR066C, EHR1/YPL281C, KIN82/YCR091W, YGL057W, YGL081W, YLR279W, YNL033W, YOR097C	24	15	6	3
Unknown		24	15	6	3
Totals	Note: totals indicate unique genes listed in the table above	398	248	115	35

KEY:
Underexpressed
Overexpressed
No data on expression
Previously associated with Huntington's
Muchowski science 2003
Panther
Wolfe et. al 2014

Counts

How the deposited data were processed for this re-analysis (not part of the article)

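The authors grew yeast with a galactose-induced, GFP-tagged Htt-25Q-NLS or Htt-103Q-NLS fragment and either an empty vector or plasmid-borne *SLX5*, and sequenced RNA of separate cultures after 4 h in galactose. The labels give 11 libraries with values: 2 of 25Q [V] (a and b) and 3 each of 25Q [*SLX5*], 103Q [V] and 103Q [*SLX5*] (a, b and c), while the series design names 3 per group. The authors trimmed the reads with Trimmomatic 0.36 after bcl2fastq 2.17, aligned them with STAR 2.5.1 to the S288C genome (EF4) and estimated counts per gene with RSEM 1.2.22. The deposited values are these expected counts (estimated counts of RSEM) from the authors, 1 table of 7126 genes by 11 libraries; 16.5% of the values are not whole, none is negative, and 454 genes are 0 throughout. Each library was taken as 1 replicate of its group by its label alone.

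Counts were rounded and analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0; tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by filterByExpr over the 4 groups (6321 genes; 6323 without rounding), scaled by TMM and fitted in 1 model with a mean per group. Each difference was tested with edgeR's quasi-likelihood test, adjusted by the Benjamini-Hochberg method over the tested genes and called under 0.05, and the interaction is the *SLX5* effect in 103Q minus that in 25Q. A positive log2 fold change is higher in the second-named group, and the fold changes use edgeR's default prior count in the fit; log2 CPM for the principal components used a prior count of 2. The common dispersion was 0.0121, a coefficient of variation of 11.0% between cultures. Library totals ran from 19942070 to 29440801 estimated counts, where the paper states up to 81 M pass-filter reads. Averaged over genes, pairs of replicates differed by more than counting alone would give, with a chi-square per gene from 13.3 to 89.7. How this depends on the expression of a gene was not tested.

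The likelihood ratio procedure of the paper followed the steps in its methods. It was a test for any difference among the 4 groups over genes with any count, then likelihood ratio tests of pairs within the genes passing it. The methods state no normalization, dispersions or rounding, so TMM, edgeR's estimateDisp and rounded counts were choices made here. The first step passed 4158 of 6630 genes, where the paper gives a smaller number, out of 7126. The other alternatives were DESeq2's Wald test, RLE size factors, no filter on low counts, a mean of at least 10 CPM, expected counts not rounded, robust dispersions, a fit of the compared groups alone, a replicate block, an adjusted p under 0.01, and leaving out each of the 11 libraries in turn; where this leaves 1 library of 25Q [V], it is assumed to vary like the other groups. Added after the data were seen were a fit without the 4 libraries of clone letter a, a likelihood ratio test without the first step, and 36 settings of the likelihood ratio test. Tested on simulated data, with 100 genes changed at each of 2 sizes between 2 groups of 3, the quasi-likelihood test recovered 70 of 100 at a log2 change of 0.5 and 98 at 1 with 7 false calls, DESeq2 78 and 99 with 21, and the procedure of the paper 80 and 100 with 22. The simulated genes varied independently, without a spread of whole cultures shared by many genes. These rates therefore need not hold for the real libraries.

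Groups, comparisons, tests, alternatives, 29 gene lists and the rule for naming genes were set before the data were examined, though the values of Supplementary Tables S2 and S3 had been seen. The rule names every gene the paper names; for Htt-103Q-NLS against Htt-25Q-NLS and for *SLX5* in Htt-103Q-NLS cells the 10 largest called rises and falls with a mean of at least 10 CPM and no overlap between groups, and 5 of each for the other comparisons; up to 4 members of each list by smallest adjusted p; and groups of 3 neighbors of Supplementary Table S3. A gene outside the rule is marked as named after its value was seen. Adjusted p of gene lists are over the 29 lists and those of genes over the tested genes. The lists cover galactose use, trehalose and glycogen, the stress response, chaperones, ribosomal proteins, ribosome biogenesis, the proteasome, respiration, the tricarboxylic acid cycle, the mitochondrial genome, sulfur metabolism, ergosterol, amino acid synthesis, phosphate, seripauperin and mannoprotein genes, *COS* genes, iron, glucose-repressed genes, vacuolar proteases and autophagy, histones, G1/S and G2/M genes, the SUMO and STUbL pathway, mating type a, mating type alpha and haploid-specific genes, marker and plasmid genes, and the paper's transcription genes and genes of other Htt studies. They were tested with limma's camera at its preset correlation of 0.01 and again with a correlation estimated for each list, adjusted over the 29 lists.

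Neighbors are genes whose systematic names follow each other on a chromosome arm; shares were compared with 100000 random draws of as many tested genes. Of the 7126 genes 6048 were found in the R64 reference, which is not the authors' build, so no coordinates are given. The rRNA-rich 25Q [V] library c, reads and the protein, microscopy and growth data of the paper were not analysed here, nor were the functional classes of Supplementary Table S4.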

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

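The test of other splits of the libraries and the test of glutamine runs were chosen only after the results were seen. The paper does not report on 25Q [*SLX5*] against 103Q [*SLX5*], in which edgeR's quasi-likelihood test called 3379 genes, 1698 higher and 1681 lower in 103Q [*SLX5*]. The count without 1 library ran from 2766 to 3643. Among 10 splits of these 6 libraries into 3 and 3, 1 gave as many calls, the real one, and the highest of the others gave 1; the splits are too few for a share under 0.05.

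*LEU2*, the selection marker of the integrated Htt constructs, was higher in 103Q [V] than in 25Q [V] by a log2 fold change of 2.86 (SE 0.09, adjusted p = 1.24e-08), at 1125 ± 11.9 CPM (mean ± SD, n = 2) and 8163 ± 298 (n = 3), and by 2.76 (SE 0.08, adjusted p = 2.77e-09) in 103Q [*SLX5*] over 25Q [*SLX5*]. The Htt lengths are carried by different integrant strains, and the number of integrated copies was not analysed here.

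YHR054C, at 0 in 5 of 5 Htt-25Q-NLS libraries, was at least 194-fold higher in 103Q [V] than in 25Q [V], over a floor of 3 counts per library (0.153 CPM). A difference between the integrant strains that carry the Htt lengths was not tested and cannot be told apart from an effect of Htt length.

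*NRD1*, whose product ends transcripts of snoRNA and other short genes, and YDR042C, which follows a snoRNA gene, were among the largest rises in 103Q [V] over 25Q [V], *NRD1* with a log2 fold change of 3.65 (SE 0.27, adjusted p = 8.98e-06). Reads of the glutamine-encoding repeat of the Htt construct could have been assigned to *NRD1*, which has a run of 8 glutamines, but 75 other genes with as long a run had a median log2 fold change of -0.02 (-0.0163; quartiles -0.26 and 0.36), which argues against this. If the rise came with less Nrd1-dependent termination, genes after snoRNA genes would be higher: the 31 such genes had a median of 0.11 against -0.03 in random sets (SD 0.11, permutation p = 0.12), with 13 higher and 7 lower, which leaves a general loss open. Of 5 protein-coding genes under Nrd1-dependent attenuation 2 rose (*IMD2* by 1.54, SE 0.20, and *HRP1* by 1.90, SE 0.13) and 1 fell (*URA8*, -0.38, SE 0.15), too few to decide. A change of termination and a difference between the integrant strains, since each Htt length comes from a different strain, stay open, the latter untested.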

How the results depend on the processing

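The fit without the libraries of clone letter a, the likelihood ratio test without the first step and 36 settings of the likelihood ratio test were chosen only after the data were seen. The calls between 25Q [V] and 103Q [V] and between 25Q [*SLX5*] and 103Q [*SLX5*] stayed within 1.5 times their counts under each alternative set beforehand; without the libraries of clone letter a they were 2198 and 2115, with fewer libraries. The share higher among the first turned to above 50%: 50.7% by DESeq2, 50.6% with RLE size factors and 50.4% in the compared groups alone.

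The count between 103Q [V] and 103Q [*SLX5*] was 1 by the quasi-likelihood test, 296 by DESeq2, 302 by the likelihood ratio procedure of the paper, 178 by the likelihood ratio test without the first step and 3 with the replicate block. Between 25Q [V] and 25Q [*SLX5*] it was 3, 33, 32, 28 and 4 in the same order, 8 in the compared groups alone and 1 without the libraries of clone letter a. Between 103Q [V] and 103Q [*SLX5*] the block called 2 genes of the stress response besides *SLX5*, *FMP45* (adjusted p = 0.0169) among them, and left 1 of 27 genes of sulfur and methionine metabolism lower over the list alone, against 7 without it; between 25Q [V] and 25Q [*SLX5*] it left 1 stress gene higher over the list alone, against 3, and between 25Q [V] and 103Q [V] *DBF2* had 0.0523. The interaction passed for 1 gene by the procedure of the paper. The cause was not tested. Not every culture correlated best with its own replicate letter: letter a did in all 4 comparisons, at 0.11 to 0.139, and letters b and c did in 1 of 6 cases, at -0.0976 to 0.21, so a common source of the cultures with letter a stays open.

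The 36 likelihood ratio settings (normalization, dispersions and filters) called between 103Q [V] and 103Q [*SLX5*] 298, 300, 306, 309, 313, 316, 318, 324, 325, 328, 329, 331, 332, 334, 346, 347, 348, 352, 354, 359, 361, 362, 363, 368, 370 and 374 genes, and between 25Q [V] and 25Q [*SLX5*] 27, 28, 29, 30, 31, 32, 33, 41, 42 and 48. Between 25Q [V] and 103Q [V] they called 3324 to 3603.

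With 1 of the 11 libraries left out, the counts ran from 2519 to 3850 (25Q [V] against 103Q [V]), 1 to 1647 (103Q [V] against 103Q [*SLX5*]; 1647 without 103Q [V] replicate c, otherwise at most 3), 1 to 4 (25Q [V] against 25Q [*SLX5*]; the lowest without 25Q [V] replicate a, and 2 without 25Q [*SLX5*] replicate a or c), 2766 to 3643 (25Q [*SLX5*] against 103Q [*SLX5*]) and 0 to 3 (interaction; the highest without 103Q [V] replicate c). The share higher ran from 47.8 to 50.2% with Htt-103Q-NLS and 54.2 to 100% with *SLX5*, the share of opposite signs among genes called in both from 99.4 to 100%, the correlation of the 2 comparisons from -0.69 to -0.43 and the share with a neighbor from 0 to 49.4% (54.2, 99.4, -0.69 and 49.4 without 103Q [V] replicate c, and -0.43 without 103Q [*SLX5*] replicate b; random sets as large as that of the 49.4% had 45.9%). Apart from the fit without 103Q [V] replicate c, at most 3 genes were called in both comparisons, so the 100% of opposite signs rests on very few genes. In the main fit the 1 such gene was *SLX5* itself, which the plasmid carries. The log2 fold changes with Htt-103Q-NLS and with *SLX5* ran from -0.75 to -0.49 and 0.55 to 0.73 for *HBT1*, -0.98 to -0.65 and 0.46 to 0.79 for *UIP4*, 0.93 to 1.33 and -0.79 to -0.39 for *UBC11*, and -0.05 to -0.01 and 0.05 to 0.10 for *ACT1*. The log2 fold change of *SLX5* ran from 3.36 to 3.64 in Htt-103Q-NLS and 3.56 to 3.64 in Htt-25Q-NLS cells. The cause was not tested.

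The correlation of the 2 comparisons was -0.51 by the procedure of the paper, -0.69 over genes with a mean of at least 10 CPM and -0.51 with no filter on low counts. The share of called genes with a neighbor was 20.0% by DESeq2 and 16.6% by the procedure of the paper. *HBT1* was called between 103Q [V] and 103Q [*SLX5*] at 0.65 by DESeq2, 0.66 by the procedure of the paper and 0.66 without its first step, and *UIP4* at 0.58, 0.59 and 0.59. With an estimated correlation the lists called were 0 of 13 with Htt-103Q-NLS, 0 of 14 with *SLX5* in Htt-103Q-NLS cells, 2 of 13 with *SLX5* in Htt-25Q-NLS cells (the SUMO and STUbL pathway, adjusted p = 0.0493, and the marker and plasmid genes, in both of which *SLX5* itself is the 1 gene called; with the replicate block the first had 0.0923 and only the second, at 0.0436, was called), 0 of 12 between 25Q [*SLX5*] and 103Q [*SLX5*] and 0 of 7 for the interaction. Of 9051 values of the other named genes under an alternative, 8596 kept their side of the threshold. A further 357 newly passed and 98 no longer passed. Of the values called in the main fit or the alternative, 0 reversed sign. A change of sign without a call in either fit was counted as kept. What depth limits was not tested.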

Differences from the paper's values

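The 36 likelihood ratio settings and the likelihood ratio test without the first step were chosen only after the values were seen. The paper states 398 genes changed between 103Q [V] and 103Q [*SLX5*], where the quasi-likelihood test called 1; the paper states no threshold, and an adjusted p under 0.05 was used here. Of the alternatives set before the data were examined, DESeq2 (296) and the likelihood ratio procedure of the paper (302) come within 1.5 times of the paper's count; all others, at 1 to 3 genes or 1647 without 103Q [V] replicate c, do not. The 36 settings chosen after seeing the values called 298 to 374 genes and dropped 66 to 108 of the paper's 398, and none reached 398; the likelihood ratio test without the first step, also chosen after seeing the values, called 178.

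For 25Q [V] against 25Q [*SLX5*] the paper states 33 genes and the quasi-likelihood test called 3; DESeq2 reached the paper's value with 33 and the procedure of the paper called 32, while no other alternative set before the data were examined came within 1.5 times (8 in the compared groups alone, 1 to 4 in the rest). The settings chosen after seeing the values called 27 to 48; those with RLE size factors, estimateDisp (with or without the design) and genes over 1 CPM in 2 libraries reached the paper's 33, and how many of the paper's genes they drop was not analysed here, since the paper does not list the 33. The likelihood ratio test without the first step, chosen after seeing the values, called 28.

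The paper states 363 genes changed in both comparisons, where the quasi-likelihood test called 1; DESeq2 (265) and the procedure of the paper (273) come within 1.5 times of it, and the other alternatives set before the data were examined do not (1442 without 103Q [V] replicate c). The paper states 66% up among the genes changed with *SLX5* in Htt-103Q-NLS cells, against 100% of the 1 gene called here. DESeq2 had 64.9%, the procedure of the paper 68.5% and the fit without 103Q [V] replicate c a lower 54.2%. The other alternatives set before the data were examined called 1 to 3 genes, too few for a share to be compared. The likelihood ratio test without the first step, chosen after seeing the values, had 69.1% and drops 227 of the paper's 398 genes. The paper states about 25% of these genes with a neighbor among them, where the 1 gene called here has 0%; DESeq2, at 20.0%, comes within 1.5 times of it, and the procedure of the paper, at 16.6%, and the other alternatives set before the data were examined do not; the likelihood ratio test without the first step, chosen after seeing the values, does, at 17.5%, and drops the same 227 genes. Supplementary Table S3 also pairs genes whose systematic names are 2 numbers apart, and with one gene allowed between neighbors the shares were 27.1% by DESeq2 (17.8% in random sets), 23.3% by the procedure of the paper (18.1%) and 26.4% for the genes of Supplementary Table S2 (23.3%).

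The paper states up to 81 M pass-filter reads per library, and the highest total here is 29.4 M estimated counts; no alternative comes within 1.5 times, and the 2 are different quantities, reads against counts assigned to genes.

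The paper gives the libraries it kept a low share of rRNA reads; 25Q [V] replicate a and 25Q [*SLX5*] replicate a had the highest shares here, 2.21% and 2.40% of estimated counts, which is another quantity than a share of reads. The paper's list of transcription genes names *MAP1* more than once, so that it holds 21 genes. The paper states that YAL008W, YAL014C, YDL182W, YGR092W, *HBT1*, *UIP4* and *UBC11* changed with *SLX5* in Htt-103Q-NLS cells, where the quasi-likelihood test called none of them. *FUN14* (YAL008W), *SYN8* (YAL014C), *HBT1*, *UIP4* and *LYS20* (YDL182W) were called by DESeq2 and by the procedure of the paper, *DBF2* (YGR092W) by the latter, and all of them and *UBC11* without 103Q [V] replicate c. The fold changes of these genes, from the same libraries, had the paper's direction here. For *HBT1*, *UIP4* and *UBC11* the paper also reports RT-PCR on the same RNA samples, which was not analysed here.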

Other observations

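The tests of shared libraries, of the spread between cultures and of other splits, the fit without the libraries of clone letter a and the use of the genes of DESeq2 and of the procedure of the paper for overlapping reading frames were chosen only after the results were seen. Iron genes moved both ways with Htt-103Q-NLS: 3 of 18 rose and 8 fell (camera, median -0.18; adjusted p = 0.163), with the ferroxidase *FET3* at -1.46 (SE 0.18), the siderophore transporter *SIT1* at -1.30 (SE 0.13) and the heme oxygenase *HMX1* at 1.20 (SE 0.12). Of amino acid synthesis genes 12 of 37 rose and 6 fell (median 0.11; adjusted p = 0.28), *SER3* of serine synthesis by 1.48 (SE 0.09) and *LYS9* of lysine synthesis to -0.80 (SE 0.07), and of phosphate genes 8 of 17 rose and 3 fell (median 0.10; adjusted p = 0.219), with the acid phosphatase *PHO11* at 1.97 (SE 0.31). Of vacuolar and autophagy genes 2 of 18 rose and 8 fell (median -0.26; adjusted p = 0.0338, and adjusted p = 0.777 with an estimated correlation), and *ATG1*, the kinase that starts autophagy, rose by 1.05 (SE 0.10). Of genes of the tricarboxylic acid cycle 1 of 17 rose and 5 fell (median -0.13; adjusted p = 0.431), and of glucose-repressed genes 6 of 18 rose and 5 fell, with a median of -0.13 that camera nevertheless placed on the higher side (adjusted p = 0.769). *COX1*, the 1 measured gene of the mitochondrial genome, was at -0.77 (SE 1.42, adjusted p = 0.659), and of the subtelomeric *COS* genes, whose near-identical copies share reads, 4 of 10 rose and 2 fell (median 0.14; adjusted p = 0.577).

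Of G1/S genes 2 of 11 rose and 4 fell (median -0.10; adjusted p = 0.554), with the cyclin gene *CLN1* at -0.88 (SE 0.11), and of G2/M genes 5 of 12 rose and 4 fell (median 0.06, placed lower by camera, adjusted p = 0.734), with the mitotic cyclin *CLB2* at -0.70 (SE 0.09). In the SUMO and STUbL pathway 4 of 16 rose and 6 fell (median -0.04; adjusted p = 0.734), with *SLX8*, the partner of *SLX5*, at -0.42 (SE 0.10, adjusted p = 0.00431). All 4 measured genes of mating type a rose (median 1.14; adjusted p = 0.0162, and adjusted p = 0.471 with an estimated correlation), *AGA2* of the a-agglutinin by 4.48 (SE 0.51) and the receptor gene *STE2* by 1.41 (SE 0.25); *STE6* was called except without 25Q [V] replicate a (adjusted p = 0.16) and without the libraries of clone letter a (0.21; range over alternatives 0.00655 to 0.21). Of mating type alpha genes 0 of 4 rose and 2 fell (median -0.64; adjusted p = 0.263), the fallen being *STE3*, -0.88 (SE 0.15), and *MF(ALPHA)2*, -1.73 (SE 0.46; without 25Q [V] replicate a adjusted p = 0.106, without the libraries of clone letter a 0.0519, range over alternatives 0.000298 to 0.106), and of haploid-specific genes 1 of 8 rose and 3 fell (median -0.11; adjusted p = 0.734). Marker and plasmid genes had a median of -0.35 and were placed higher by camera (adjusted p = 0.449), with 2 (*LEU2* and *ADE2*) of 6 higher and 4 lower. Between 25Q [*SLX5*] and 103Q [*SLX5*], histone genes (10 of 10 lower; median -0.58; adjusted p = 3.5e-06, and adjusted p = 0.387 with an estimated correlation), the stress response (30 of 34 lower; median -0.89; adjusted p = 6.61e-14, and adjusted p = 0.413 with an estimated correlation) and ribosome biogenesis (43 of 52 higher; median 0.58; adjusted p = 1.97e-11, and adjusted p = 0.687 with an estimated correlation) had the directions they had without the plasmid.

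The opposite fold changes of the 2 comparisons could come from the 103Q [V] libraries they share. With those libraries divided between the comparisons the covariance stayed negative in each of 6 divisions, from -0.145 to -0.0401, which argues against sharing as the whole cause. A spread of single cultures along the axis between the Htt lengths, without regard to *SLX5*, stays open: the first principal component did not part 103Q [V] from 103Q [*SLX5*] (exact permutation p = 0.2, the smallest possible with 3 against 3 being 0.1), and 103Q [V] replicate c lay among the cultures with the plasmid. Of 10 splits of the 6 Htt-103Q-NLS libraries 2, the real one included, gave at least the 1 call of the real split by the quasi-likelihood test (highest other 1), too few splits for a share under 0.05; by DESeq2 the real split gave 296 and the highest other 724, and by the procedure of the paper 302 and 744. The highest other split sets 103Q [V] a and b with 103Q [*SLX5*] a against the rest and points to a structure of the samples besides the plasmid, so an effect of *SLX5* and a spread of cultures cannot be told apart here.

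Genes of Supplementary Table S2 had neighbors in it more often than random sets, 17.9% against 12.5% (permutation p = 0.0116, adjusted p = 0.0265), but not clearly with one gene allowed between, 26.4% against 23.3% (permutation p = 0.136, adjusted p = 0.181). Reads shared by overlapping reading frames may be part of it: without the 34 frames that are absent from the reference the share was 15.1% against 11.5% (permutation p = 0.0701, adjusted p = 0.112). Without such frames, and by the order of genes in the reference, the genes called by DESeq2 still had 16.1% against 9.09% (permutation p = 0.00361, adjusted p = 0.0116) and those called by the procedure of the paper 13.9% against 8.82% (permutation p = 0.0234, adjusted p = 0.0468), so overlapping frames stay open. If neighbors changed together in any comparison of these libraries, as many top genes of 25Q [V] against 103Q [V], likewise without such frames, would show it as well; these had 9.89% against 11.5% in random sets (SD 2.28, 95th percentile 15.4; permutation p = 0.783), below the 15.1% of the table's genes, which argues against that. No biological explanation of the neighbors was tested.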
